# Alveolar progenitor differentiation and lactation depends on paracrine inhibition of notch via ROBO1/CTNNB1/JAG1

**DOI:** 10.1242/dev.199940

**Published:** 2021-11-11

**Authors:** Oscar Cazares, Sharmila Chatterjee, Pinky Lee, Catherine Strietzel, J. W. Bubolz, Gwyndolen Harburg, Jon Howard, Sol Katzman, Jeremy Sanford, Lindsay Hinck

**Keywords:** Robo, Notch, Beta-catenin, Jagged1, Alveolar progenitor, Mammary gland, Mouse

## Abstract

In the mammary gland, how alveolar progenitor cells are recruited to fuel tissue growth with each estrus cycle and pregnancy remains poorly understood. Here, we identify a regulatory pathway that controls alveolar progenitor differentiation and lactation by governing Notch activation in mouse. Loss of *Robo1* in the mammary gland epithelium activates Notch signaling, which expands the alveolar progenitor cell population at the expense of alveolar differentiation, resulting in compromised lactation. ROBO1 is expressed in both luminal and basal cells, but loss of *Robo1* in basal cells results in the luminal differentiation defect. In the basal compartment, ROBO1 inhibits the expression of Notch ligand *Jag1* by regulating β-catenin (CTNNB1), which binds the *Jag1* promoter. Together, our studies reveal how ROBO1/CTTNB1/JAG1 signaling in the basal compartment exerts paracrine control of Notch signaling in the luminal compartment to regulate alveolar differentiation during pregnancy.

## Abstract (precis)

**Summary:** This study demonstrates that Robo1/β-catenin/JAG1 signaling in basal epithelial cells regulates luminal Notch activity and alveolar progenitor differentiation, offering a non-hormonal way to target milk production and mitigate lactation insufficiency.

## INTRODUCTION

The mammary gland (MG) is a distinguishing feature of mammals, with its ability to produce and secrete milk for nourishment of offspring. Throughout a female's reproductive life, this remarkable organ retains the ability to generate milk-producing alveoli, undergoing prodigious proliferation and differentiation of mammary epithelial cells with each pregnancy and, on a minor scale, every estrous cycle. The mammary epithelium generates a tree-like bi-layered ductal network, comprising an outer layer of myoepithelial cells that contract to expel milk, and an inner layer of luminal epithelial cells that either line the ducts (ductal epithelial cells) or generate milk during lactation (alveolar epithelial cells) (Macias and Hinck, 2012). Lineage labeling studies have demonstrated that enduring, lineage-restricted progenitor cells play a crucial role in generating the large number of luminal and basal cells required to build a milk supply (Fu et al., 2020). Yet, molecular mechanisms governing the cyclical expansion, differentiation and renewal of such lineage-restricted progenitors are still being discovered.

Paracrine interactions between the luminal and basal compartments have proven crucial at all stages of MG development, including during alveologenesis. Progesterone and prolactin initiate the alveolar switch that is subsequently controlled by factors such as Notch ligands that regulate alveolar progenitor cell (AVP) self-renewal, expansion and differentiation (Oakes et al., 2006). Studies have shown that Notch signaling must be downregulated to allow alveologenesis because this process is severely diminished by the overexpression of Notch receptor intracellular domains (ICDs) (Hu et al., 2006; Jhappan et al., 1992; Raafat et al., 2011; Smith et al., 1995). Sustained Notch activation also severely impairs alveologenesis in *Elf5−/−* mice, which have MGs containing a surplus of stem/progenitor cells (Chakrabarti et al., 2012; Choi et al., 2009). All four Notch receptors are expressed in temporally and spatially restricted patterns in subpopulations of basal and luminal mammary epithelial cells (Bach et al., 2017; Bouras et al., 2008; Raafat et al., 2011; Raouf et al., 2008), with lineage-tracing studies suggesting distinct roles for these receptors in directing stem/progenitor cell activity (Lafkas et al., 2013; Rodilla et al., 2015; Sale et al., 2013). By comparison, expression of Notch ligands (JAG1, JAG2 and DLL1) is largely confined to the basal compartment (Bach et al., 2017; Bouras et al., 2008; Raafat et al., 2011; Raouf et al., 2008; Xu et al., 2012). Thus, while there is an indisputably important role for Notch signaling in governing alveolar development, how Notch receptors are regulated in subsets of mammary progenitor cells by different Notch ligands remains unclear.

ROBOs are evolutionarily conserved receptors belonging to the immunoglobulin superfamily. ROBOs are canonically known for their role in cell and axon guidance via their regulation of the cytoskeleton, but in recent years our understanding of ROBO action has expanded considerably. We now know that ROBOs are essential to cell proliferation, survival and fate specification in numerous epithelial tissues (Ballard and Hinck, 2012). In stem/progenitor cells, ROBO signaling regulates the subcellular localization and therefore function of β-catenin (CTNNB1). For example, in the MG, ROBO2 signaling promotes stem cell senescence by inhibiting the nuclear localization of CTNNB1 and derepressing p16^INK4a^ (CDKN2A) (Harburg et al., 2014). In contrast, in the mammalian intestine, ROBO1 signaling enhances the nuclear localization of CTNNB1 and protects stem cells from radiation-induced injury (Zhou et al., 2013). These and other studies show that a major way ROBO signaling impacts WNT signaling is by governing the activation of CTNNB1 (Ballard and Hinck, 2012).

Wnt and Notch signaling pathways play crucial roles during development, particularly during the assignment of cell fate and subsequent expansion and differentiation of stem and progenitor cells (Hayward et al., 2008). In renewing tissues, how these linked signaling pathways control the deployment of lineage-restricted progenitor cells is still poorly understood. Here, we examined the consequences of *Robo1* loss in the mammary gland and found activated Notch signaling, reduced alveolar differentiation and compromised lactation. Using transplantation and organoid studies, we show that ROBO1 acts in the basal epithelial compartment to regulate the expression of JAG1 through CTNNB1. Our data support a model in which paracrine control of Notch activity in the luminal compartment by ROBO1/CTNNB1/JAG1 in the basal compartment governs alveolar progenitor expansion and differentiation into milk-producing alveoli.

## RESULTS

### Loss of *Robo1* diminishes alveologenesis and lactogenesis

To identify cellular processes that may be regulated by ROBO1, we performed fluorescence-activated cell sorting (FACS) to purify populations of cells harvested from wild-type (WT) and *Robo1^tm1Matl/tm1Matl^* (herein referred to as *Robo1−/−* or KO) mature, virgin MGs: basal cells (Lin^–^CD24^+^CD29^hi^; BC), mature luminal cells (Lin^–^CD24^lo^CD29^+^CD61^–^; ML), and luminal progenitor cells (Lin^–^CD24^lo^CD29^+^CD61^+^; LP) (Harburg et al., 2014). We then performed RNA-seq analysis. 

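Luminal progenitor cells of both genotypes were sequenced in 6 libraries, 3 from *Robo1+/+* and 3 from *Robo1−/−* mice, with 2 animals per library. Basal and mature luminal cells are not analysed here. For each of 18537 known-gene clusters, the authors deposited read counts divided by a single size factor per library. Each value was returned to whole reads by dividing it by the value of 1 read in its library. The recovered reads came to between 10494297 and 17433868 per *Robo1+/+* library (median 14298652) and between 9727191 and 15185303 per *Robo1−/−* library (median 12183461). The normalized values were compared between the genotypes as log2(value + 1) with limma, for the 13692 genes that passed a filter on low reads. *Robo1*, the targeted gene (kgCluster9753), lies on chromosome 16 of NCBI37/mm9 from 72663394 to 73046340. Its normalized values were 289, 574 and 541 in *Robo1+/+* replicates gh03, gh09 and gh15, and 130, 214 and 177 in *Robo1−/−* replicates gh06, gh12 and gh18. The mean was 468 ± 156 (SD, n = 3) in *Robo1+/+* and 174 ± 42.2 (SD, n = 3) in *Robo1−/−* luminal progenitors, which is 37.1% of the *Robo1+/+* mean. The log2 fold change was −1.39 (standard error 0.36, adjusted p = 0.86 from limma with Benjamini-Hochberg adjustment). All 3 *Robo1−/−* values lay below all 3 *Robo1+/+* values (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). With *Robo1+/+* replicate gh03 left out, which moved the log2 fold change most, it was −1.71. The libraries differed in how their values followed GC content. The log2 deviation of *Robo1−/−* replicate gh18 from the mean of the other 5 libraries fell with transcript GC content (Spearman's rho = −0.80). This was across the 12776 tested genes with a transcript in GENCODE release M1, and genes are not independent replicates. In the other 5 libraries, rho was between 0.17 and 0.59, but the mean that each was compared with included gh18. Those positive values can therefore mirror gh18 and do not show that these libraries followed GC content. Among the 10% of genes with the lowest GC content, the median deviation of gh18 was 0.92, and among the 10% with the highest it was −2.28. Fold changes are therefore also given after a GC correction, chosen after the values were seen, which subtracts from each library a smooth curve on GC content of the log2 deviation of each gene from its mean over all 6 libraries. The GC-corrected log2 fold change of *Robo1* was −1.43.

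**Figure D1:**
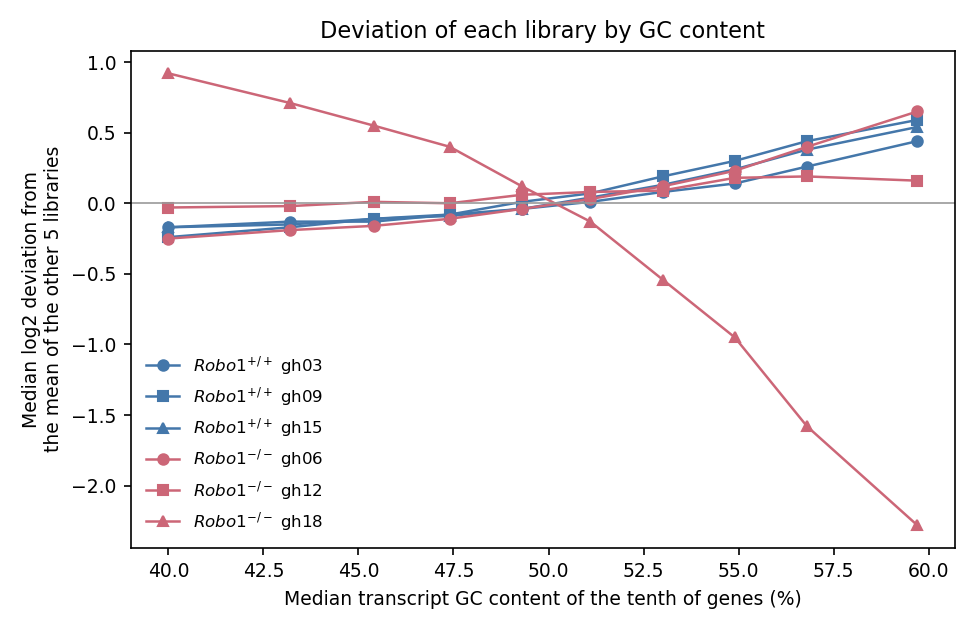
Median log2 deviation of each luminal progenitor library from the mean of the other 5 libraries (vertical axis) against the median transcript GC content in percent of each 10% of the genes, ordered by GC content (horizontal axis). Each line is a library. The line of *Robo1−/−* replicate gh18 runs from 0.92 to −2.28, and the lines of the other 5 libraries stay between −0.25 and 0.65. The mean that each of these 5 is compared with includes gh18, so the rise of their lines can mirror it.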

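The genes that differed between *Robo1+/+* and *Robo1−/−* luminal progenitors were compared with lists of pathway members. A gene was counted when its unadjusted p-value from limma was under 0.05 and its log2 fold change lay beyond 1 in either direction, which held for 73 lower and 40 higher genes among 13498 tested genes with distinct symbols. The pathway lists were written from general knowledge before the values were seen and are not a KEGG release. Of 97 tested genes of Jak-STAT signaling, 5 were among the lower genes (*Cish*, *Il11*, *Pdgfb*, *Pik3cd* and *Socs1*), where 0.5 were expected by chance (one-sided Fisher's exact test, p = 0.00018, adjusted p = 0.0014 over 8 tests). Of 58 tested genes of prolactin signaling, 3 were among them (*Cish*, *Pik3cd* and *Socs1*), where 0.3 were expected (one-sided Fisher's exact test, p = 0.0038, adjusted p = 0.015). All 3 of these genes are also in the Jak-STAT list. *Cish*, a feedback inhibitor of STAT signaling, had a normalized value of 1426 ± 230 (SD, n = 3) in *Robo1+/+* and 665 ± 399 (SD, n = 3) in *Robo1−/−* libraries, with a log2 fold change of −1.36 (standard error 0.57, adjusted p = 0.86 from limma). *Socs1* had 26.3 ± 7.88 and 8.84 ± 6.32, with a log2 fold change of −1.61 (standard error 0.55, adjusted p = 0.86 from limma). In each of the 5 genes, all 3 *Robo1−/−* values lay below all 3 *Robo1+/+* values. The number of lower genes in these lists depended on the GC correction. With it, 1 gene of the Jak-STAT list and 1 of the prolactin list were counted as lower (Fisher's exact p = 0.17 and p = 0.10), and none of the 8 tests had an unadjusted p under 0.05. Without *Robo1−/−* replicate gh18 and with no GC correction, 6 genes of the Jak-STAT list and 5 of the prolactin list were counted as lower (Fisher's exact p = 0.00020 and p = 0.00014). The Jak-STAT result also had a p under 0.05 without gh03, gh09 or gh06, but not without gh15 or gh12 (Fisher's exact p = 0.26 and p = 0.43), where 1 gene was counted. The prolactin result had a p between 0.093 and 0.29 (Fisher's exact test) when any library other than gh18 was left out. The GC-corrected log2 fold changes were −1.16 for *Cish*, −0.51 for *Il11*, −0.28 for *Pdgfb*, −1.06 for *Pik3cd* and −0.49 for *Socs1*. Without gh18 and with no GC correction they were −0.67, −1.25, −1.15, −1.57 and −1.44 in the same order. *Cish* therefore did not pass the fold change limit without gh18. With DESeq2 in place of limma, 5 of the 8 tests had an unadjusted p under 0.05, and these were all the tests among lower genes. Taken as whole lists, Jak-STAT genes had a mean log2 fold change of −0.17 and prolactin signaling genes −0.27 (adjusted p = 0.94 and adjusted p = 0.88 from limma's camera test over 20 lists). Of the genes in the Jak-STAT list, 68.3% were tested, and of those in the matrix receptor list 70.1%. Of 61 tested genes of extracellular matrix receptor interaction, *Hspg2* was among the lower genes (Fisher's exact p = 0.28). Of 163 tested genes of actin cytoskeleton regulation, *Arhgef6* and *Itga9* were among the higher genes (Fisher's exact p = 0.084).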

Piquing our interest was the KEGG analysis on LPs that revealed not only pathways consistent with current data on ROBO function, such as extracellular matrix receptor interaction and regulation of actin cytoskeleton (Fig. S1A,B) (Blockus and Chedotal, 2016), but also downregulation of Jak-STAT and prolactin signaling pathways, which could interfere with successful alveologenesis in pregnant *Robo1−/−* animals. We also observed downregulation of genes involved in the terminal differentiation of alveolar epithelium, including: estrogen related receptor beta (*Esrrb*); BPI fold containing family B member 1 (*Bpifb1*), a transcription factor that activates milk protein gene expression; milk protein genes *Csn2* and α-casein (*Csn1*; also known as *Csn1s1*); and lunatic fringe (*Lfng*), a glycosyltransferase that regulates Notch signaling (Fig. 1A) (Forster et al., 2002; Hicks et al., 2000; Pegolo et al., 2018). 

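*Esrrb* (kgCluster5267; chromosome 12 from 87702067 to 87862578) had normalized values of 318, 132 and 84.4 in *Robo1+/+* and 67.9, 13.7 and 39.4 in *Robo1−/−* luminal progenitors. Its log2 fold change was −2.15 (standard error 0.71, adjusted p = 0.86 from limma over all tested genes). Over the genes of Fig. 1A alone, which the paper chose from these libraries, the adjusted p from limma was 0.076. The *Robo1+/+* and *Robo1−/−* values did not overlap (two-sided exact permutation test, p = 0.10), and the GC-corrected log2 fold change was −1.80. *Csn2* (kgCluster19097; chromosome 5 from 88121647 to 88128446) varied more between libraries of a genotype than between genotypes. Its values were 13697, 1139 and 2832 in *Robo1+/+* and 674, 303 and 5456 in *Robo1−/−* luminal progenitors, with a log2 fold change of −1.77 (standard error 1.24, adjusted p = 0.86 from limma; two-sided exact permutation test, p = 0.40). It was −2.04 with the GC correction and lay between −2.96 (without *Robo1−/−* replicate gh18) and −0.79 with each library left out in turn. *Csn1s1* (kgCluster19096; chromosome 5 from 88095249 to 88111598) had values of 18257, 2317 and 6291 in *Robo1+/+* and 2432, 2355 and 14946 in *Robo1−/−* libraries. Its log2 fold change was −0.55 (standard error 0.95, adjusted p = 0.88 from limma), and it changed sign, to 0.21, without *Robo1+/+* replicate gh03. It was −0.79 with the GC correction and −1.43 without *Robo1−/−* replicate gh18. No 75-base sequence of the longest coding transcript of *Csn2* or *Csn1s1* occurs in a coding transcript of another gene. *Lfng* (kgCluster19985; chromosome 5 from 141083295 to 141091497) had values of 132 ± 27.4 (SD, n = 3) in *Robo1+/+* and 61.7 ± 37.8 (SD, n = 3) in *Robo1−/−* luminal progenitors, and its groups did not overlap. Its log2 fold change of −1.34 (standard error 0.61, adjusted p = 0.86 from limma) became −0.59 with the GC correction and −0.65 without *Robo1−/−* replicate gh18; 58.9% of the bases of its transcript are G or C. No gene in the deposited values carries the symbol *Bpifb1*, which GENCODE release M1 places on chromosome 2 from 154016554 to 154046105. The cluster numbers run along the genome, and 2 clusters without a position in that release, U46068 (kgCluster15186) and BC018465 (kgCluster15187), are numbered between *Plunc* (ending at 153974955) and *Cdk5rap1* (starting at 154161116). The files do not pair either of them with *Bpifb1*, and they were looked at after their values were seen. U46068 had values of 54.7, 7.84 and 4.69 in *Robo1+/+* and 2.30, 0.92 and 2.92 in *Robo1−/−* libraries, where it had at most 2 reads. Its *Robo1+/+* mean was at least 6.4-fold higher than the value of 3 reads, the smallest number taken as detected. That mean rests mostly on replicate gh03 (54.7), so the bound would be smaller without it. BC018465 had values of 22.9, 3.14 and 12.2 in *Robo1+/+* and 6.91, 5.50 and 4.38 in *Robo1−/−* libraries, which overlap. Neither passed the filter on low reads of the limma test; with all genes that had at least 1 read, the log2 fold change of U46068 was −2.27 (adjusted p = 0.88 from limma).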

Concordantly, upregulated genes included: a luminal progenitor cell marker, *Foxi1*; a long non-coding RNA, *Pinc*, which inhibits terminal differentiation of alveolar cells by activating Notch signaling; and *Hey1*, a downstream effector of Notch signaling (Fig. 1A) (Pellacani et al., 2019; Shore et al., 2012).

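*Foxi1* (kgCluster3114; chromosome 11 from 34104338 to 34108089) had normalized values of 68.7, 122 and 65.7 in *Robo1+/+* and 236, 213 and 84.6 in *Robo1−/−* luminal progenitors. The values of the genotypes overlapped (two-sided exact permutation test, p = 0.20), and the log2 fold change was 0.98 (standard error 0.49, adjusted p = 0.86 from limma). It was 1.12 with the GC correction. With each library left out in turn it lay between 0.71 (without *Robo1−/−* replicate gh06) and 1.44 (without *Robo1−/−* replicate gh18). *Pinc* (kgCluster428) lies between *Igfbp5* and *Tns1* on chromosome 1 by its cluster number. Its values were 42, 137 and 105 in *Robo1+/+* and 200, 527 and 204 in *Robo1−/−* luminal progenitors, all 3 of the latter above all 3 of the former. Its log2 fold change was 1.7 (standard error 0.57, adjusted p = 0.86 from limma over all tested genes). Over the genes of Fig. 1A, which the paper chose from these libraries, the adjusted p from limma was 0.076. The log2 fold change stayed between 1.21 and 2.05 with each library left out in turn. No GC correction could be made, since *Pinc* has no GC value from GENCODE release M1. *Hey1* (kgCluster15638; chromosome 3 from 8663362 to 8667039) had values of 743, 621 and 395 in *Robo1+/+* and 1587, 1666 and 708 in *Robo1−/−* luminal progenitors. *Robo1−/−* replicate gh18 lay below *Robo1+/+* replicate gh03 (two-sided exact permutation test, p = 0.20). The log2 fold change of *Hey1* was 1.12 (standard error 0.41, adjusted p = 0.86 from limma), and the same with the GC correction. With each library left out in turn it lay between 0.86 (without *Robo1+/+* replicate gh15) and 1.52 (without gh18).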

**Fig. 1.**
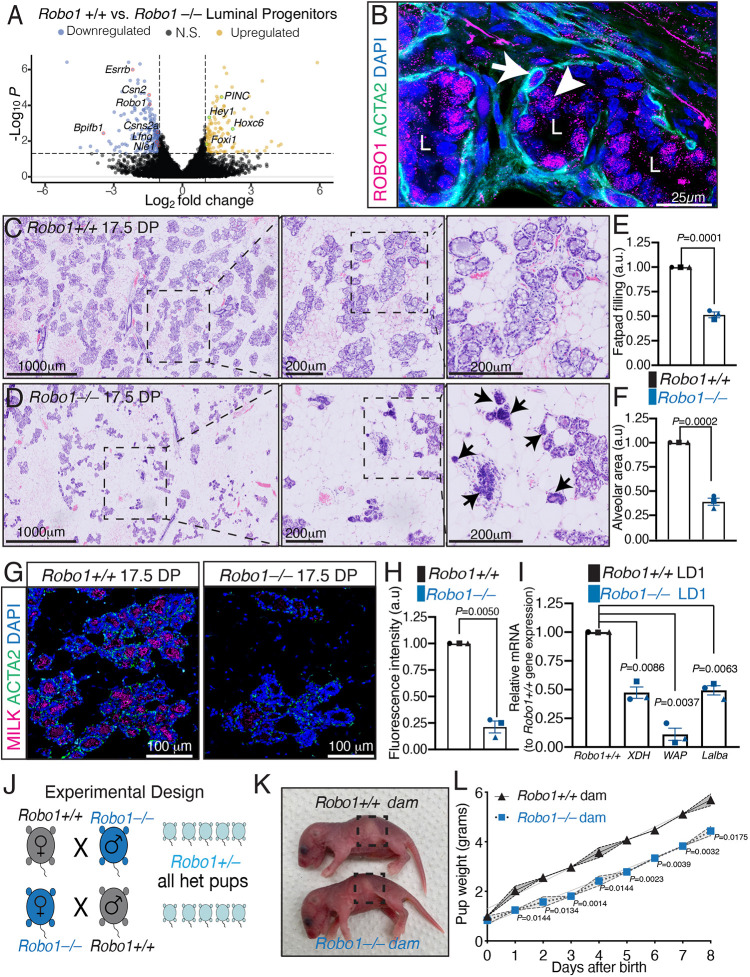
**Loss of *Robo1* diminishes alveologenesis and lactogenesis.** (A) Volcano plot of significantly altered mRNAs involved in alveologenesis. (B) Representative confocal image of CUBIC cleared alveoli from 7.5 DP *Robo1+/+* tissue shows ROBO1 (magenta; white arrow) with basal marker smooth muscle actin (ACTA2; green), and ROBO1 (magenta; white arrowhead) in underlying luminal cells. (C-F) Representative H&E-stained whole-mount sections of 17.5 DP *Robo1+/+* (C) and *Robo1−/−* (D) littermates. Insets show magnified images of boxed areas. Arrows identify compact *Robo1−/−* alveoli (D). Quantification of fat pad filling (E) and average alveolar size (F) show reduced *Robo1−/−* alveologenesis. (G,H) Representative confocal images (G) and quantification (H) show reduced milk (magenta) with ACTA2 (green) in 17.5 DP *Robo1−/−* MGs. (I) RT-qPCR on lactation day 1 (LD1) *Robo1−/−* MGs shows reduced milk protein gene expression: whey acidic protein (*WAP*), alpha-lactalbumin (*Lalba*) and xanthine dehydrogenase (*XDH*). (J) Mating strategy to measure milk production. (K) Images of pups at LD1, boxed area shows reduced stomach milk in pup fed by *Robo1−/−* dam. (L) Quantification shows pups fed by *Robo1−/−* dam gain less weight (two-way ANOVA followed by a two-tailed, unpaired *t*-test). *n*=3 independent experiments, five images/n E,F,H,I. Data are represented as mean±s.e.m. Statistical analysis was performed using a two-tailed, unpaired Student's *t*-test with Welch's correction or as stated above. N.S., not significant. See also Fig. S1.

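Of the 13692 genes tested by limma, 0 had an adjusted p under 0.05, and 231 (1.7%) had an unadjusted p under 0.05. Past both thresholds drawn in Fig. 1A, an unadjusted p of 0.05 and an absolute log2 fold change of 1, were 115 genes, of which 65.2% were lower in *Robo1−/−* luminal progenitors. With the GC correction, 57 genes were past both thresholds, 43.9% of them lower, and 30 genes were past them with and without the correction. The majority with the correction depended on the library left out. More genes were lower without gh06, gh12 or gh18, and more were higher without gh03, gh09 or gh15. Of the 12 genes named in the text or marked in Fig. 1A, 11 had values, and all 11 differed in the direction the paper gives. Apart from *Robo1*, the targeted gene, the paper chose these genes from the same libraries. Their agreement in direction is therefore no independent support. Past both thresholds were 4 of the 11 genes, *Esrrb*, *Robo1*, *Pinc* and *Hey1*. Over these 11 genes alone, the smallest adjusted p was 0.068 (limma, for *Robo1*), which takes no account of how the genes were chosen. *Csn1s2a* (kgCluster19098) had a log2 fold change of −0.97 (standard error 0.84) and values from 661 to 3769 in *Robo1+/+* and from 357 to 1675 in *Robo1−/−* libraries. *Nle1* (kgCluster3896) had a log2 fold change of −1.64 (standard error 0.90), which was −0.82 with the GC correction and −0.57 without *Robo1−/−* replicate gh18, where its value was 17.5 against 250 and 117 in the other *Robo1−/−* libraries. *Hoxc6* (kgCluster9129) was near the limit of detection, with values of 10.2, 0 and 0 in *Robo1+/+* and 17.3, 29.3 and 0 in *Robo1−/−* libraries, and a log2 fold change of 1.88 (standard error 1.52). Each of these 3 genes had an adjusted p of 0.86 from limma.

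**Figure D2:**
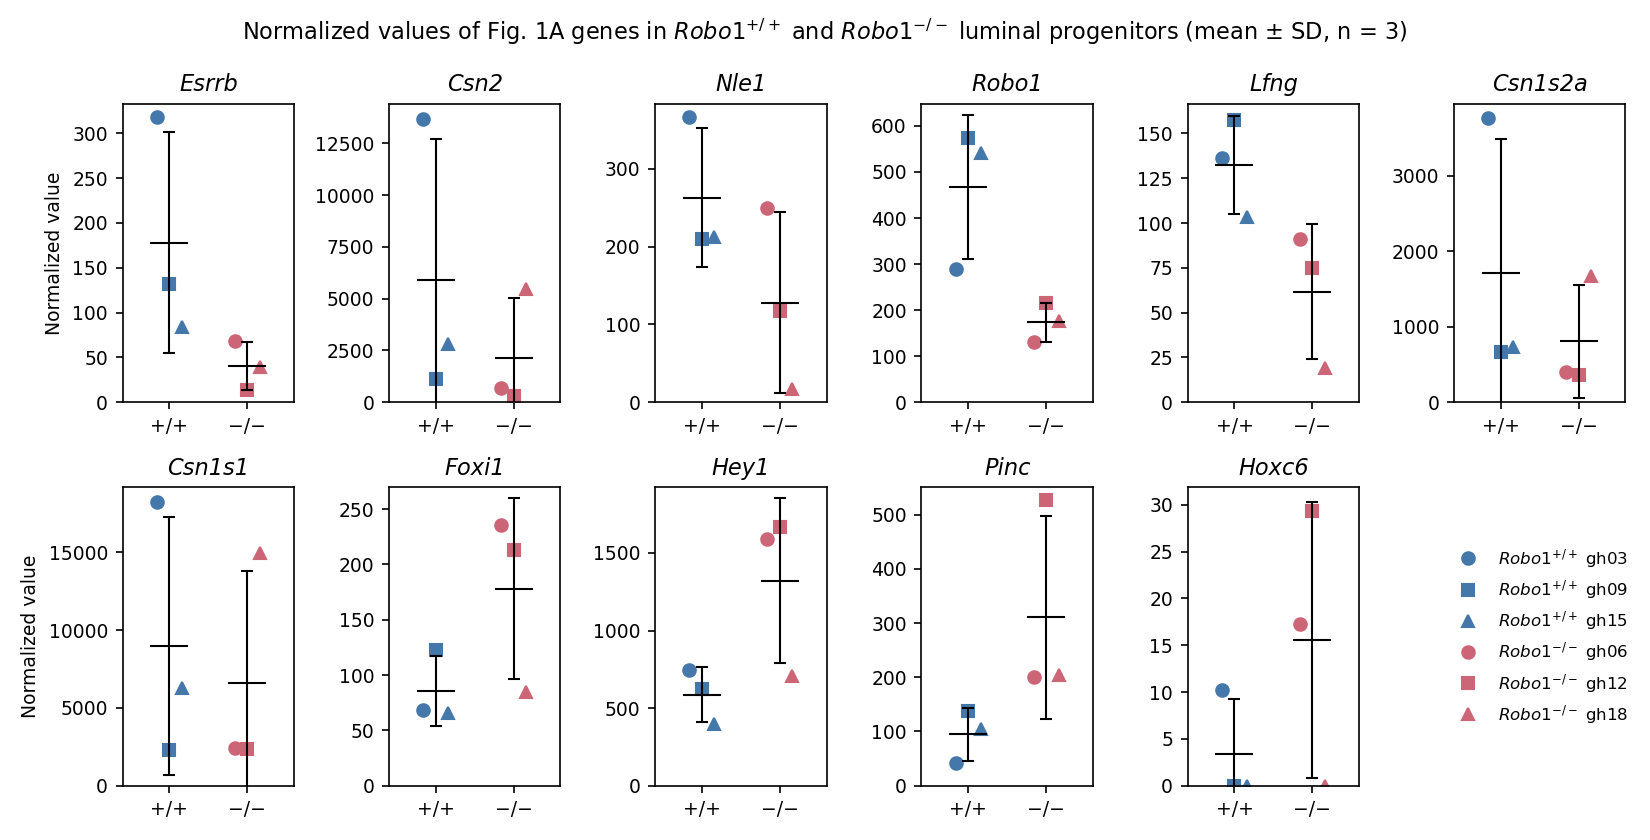
Normalized values (vertical axes, from 0) of 11 genes of Fig. 1A in *Robo1+/+* and *Robo1−/−* luminal progenitors, with 1 point per library and the mean ± SD of 3 libraries as a line with bars. Points of the 2 genotypes do not overlap for *Esrrb*, *Robo1*, *Lfng* and *Pinc*, and the milk protein genes *Csn2*, *Csn1s1* and *Csn1s2a* are highest in *Robo1+/+* replicate gh03.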

To investigate a putative role for ROBO1 during pregnancy, we evaluated its gene expression in whole MGs using RT-qPCR and observed a peak in its expression at 7.5 day pregnancy (DP) (Fig. S1C). Interrogation of a single cell RNA-seq dataset identified *Robo1* as highly expressed across the basal compartment with lower expression in hormone-sensing luminal cells (Fig. S1C,D) (Bach et al., 2017). We performed immunohistochemistry (IHC) on thick sections of CUBIC-cleared 7.5 DP tissue and observed ROBO1 in subpopulations of myoepithelial and luminal cells of tertiary buds (Fig. 1B, Movie 1), with no expression observed in *Robo1−/−* tissue (Fig. S1F,G) (Long et al., 2004).

To explore the potential role of ROBO1 during alveolar development, we examined the phenotype of *Robo1−/−* mice. Histological analysis of whole mounted (Fig. S1H,I) and sectioned (Fig. 1C,D) 17.5 DP MGs from *Robo1*+/+ and *Robo1*−/− littermates showed a reduction (over 50%) in both *Robo1−/−* epithelial fat pad filling and alveolar area, with *Robo1−/−* alveoli appearing compact and lumenless (Fig. 1E,F). EdU labeling at mid-pregnancy (10.5 DP) showed reduced proliferation of epithelial cells in *Robo1−/−* tissue, consistent with the observed reduction in alveolar development (Fig. S1J-L). IHC on 17.5 DP sections with anti-milk antibody revealed an ∼80% decrease in milk protein expression in *Robo1*−/− tissue (Fig. 1G,H) and RT-qPCR at lactation day (LD) 1 also showed decreased expression of milk protein genes in *Robo1−/−* MGs (Fig. 1I). To assess functional consequences of this reduced alveolar development, we measured the ability of *Robo1*+/+ and *Robo1*−/− dams to support the growth of their first litter by measuring the weight of their heterozygous pups (Fig. 1J). Heterozygous pups nursed by *Robo1−/−* dams contained less stomach milk and weighed significantly less compared with heterozygous pups nursed by *Robo1*+/+ dams (Fig. 1K,L). Thus, loss of *Robo1* caused a deficiency in alveologenesis during pregnancy and milk production during lactation.

### ROBO1 regulation of mammary alveologenesis is intrinsic to the epithelium

To test whether the observed defect in alveologenesis was due to *Robo1* loss in the mammary epithelium, and not due to its global deletion in the animal, we performed transplantation assays. *Robo1+/+* and *Robo1−/−* littermate tissue fragments were contralaterally transplanted into *Foxn1^nu/nu^* host mice pre-cleared of their endogenous mammary parenchyma (Fig. 2A). Allowing ten weeks for epithelial outgrowth, the animals were then mated and MG tissue harvested on 17.5 DP. Histological analysis of whole-mounted (Fig. S2A,B) and sectioned (Fig. 2B,C) MG outgrowths showed reduced epithelial fat pad filling (∼50%) and reduced alveolar area in *Robo1−/−* outgrowths (Fig. 2D,E), similar to the reductions observed in the intact *Robo1−/−* MG (Fig. 1E,F). This reduction in alveolar development was also accompanied by reduced expression of both milk (Fig. 2F,G) and the lipid binding protein perilipin 2 (PLIN2) (Fig. S2C,D).

**Fig. 2.**
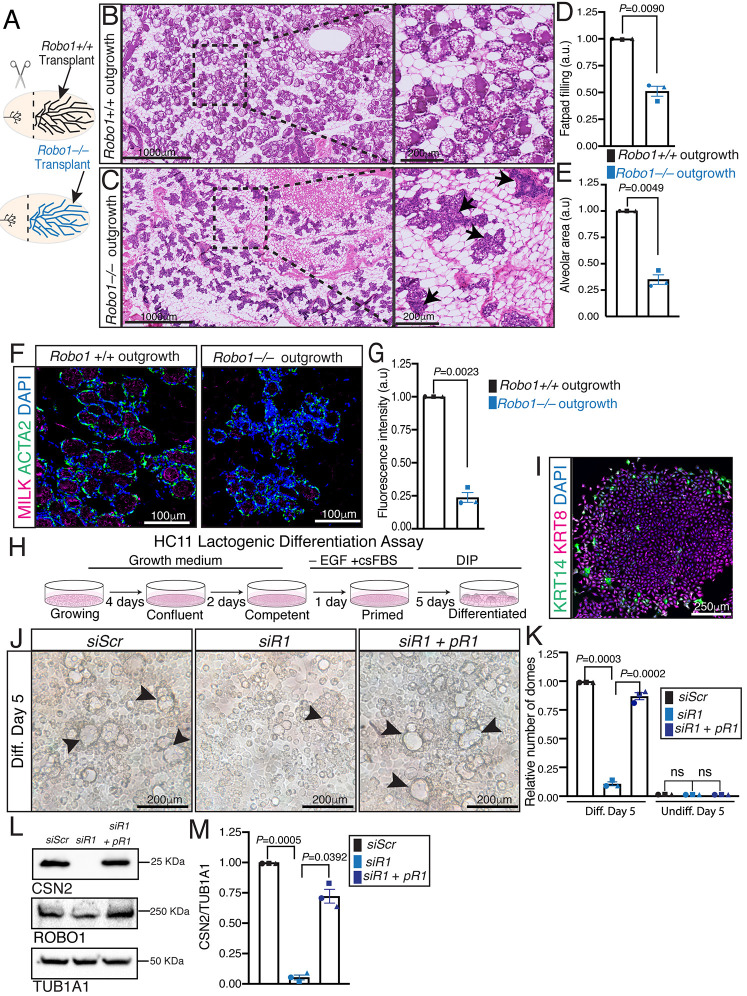
**ROBO1 regulation of mammary alveologenesis is intrinsic to epithelium.** (A) Diagram of transplantation. (B,C) Representative H&E whole-mount sections of 17.5DP *Robo1+/+* (B) and *Robo1−/−* (C) contralateral outgrowths at 17.5 DP. Insets are magnified images of boxed areas. Arrows identify compact *Robo1−/−* alveoli. (D,E) Quantification of fat pad filling (D) and average alveolar size (E) show reduced *Robo1−/−* alveologenesis. (F,G). Representative confocal images (F) and quantification (G) show reduced milk (magenta) with ACTA2 (green) in 17.5 DP *Robo1−/−* outgrowths. (H) Schematic of the stages of HC11 lactogenic differentiation. (I) Representative confocal image of undifferentiated HC11 cells shows expression of KRT14+ (green) cells encircling KRT8+ (magenta) cell. (J,K) Differential interference contrast (DIC) images (J) and quantification (K) of *siScr* and *Robo1* KD in differentiated HC11 cells show reduced milk dome formation that is largely rescued by *Robo1* overexpression. Arrowheads identify domes. (L,M) Immunoblot (L) and quantification (M) show reduced CSN2 expression that is largely rescued by *Robo1* overexpression (two-tailed paired *t*-test). *n*=3 independent experiments, 10 images/*n* (D,E,G,K). Data are represented as mean±s.e.m. Statistical analysis was performed using a two-tailed, unpaired Student's *t*-test with Welch's correction or as stated above. ns, not significant. See also Fig. S2.

To further assess the epithelial intrinsicality of the *Robo1*−/− phenotype, we turned to HC11 cells, a well-established prolactin-sensitive lactation model that undergoes a step-wise differentiation process (Fig. 2H) (Ball et al., 1988; Desrivieres et al., 2003). This heterogeneous cell line grows with keratin 14 (KRT14)-positive basal cells encircling keratin 8 (KRT8)-positive luminal cells (Fig. 2I). We knocked down *Robo1* and differentiated these cells (Fig. S2E,F), observing fewer milk domes and reduced CSN2 compared with control (*siScr*) knockdown (KD); these effects were rescued by overexpression of siRNA resistant p*Robo1* (Fig. 2J-M). No milk domes were formed in *shScr* or *Robo1* KD undifferentiated cells (Fig. S2G). Collectively, these data revealed that loss of *Robo1* in the epithelial compartment of the MG reduces alveolar development and differentiation.

### ROBO1 regulates notch signaling in HC11 cells and luminal progenitors

Previous studies have shown that downregulation of Notch signaling in the luminal compartment is required for successful alveologenesis (Chakrabarti et al., 2012; Choi et al., 2009; Hu et al., 2006; Jhappan et al., 1992; Smith et al., 1995). Our RNA-seq data indicated that Notch signaling is upregulated in virgin *Robo1−/−* LPs (Fig. 1A). 

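Notch target genes were tested as a list written before the values were seen (*Hes1*, *Hes5*, *Hes7*, *Hey1*, *Hey2*, *Heyl*, *Nrarp*, *Dtx1* and *Notch3*). Of its 9 genes, 7 had enough reads to test. Their mean log2 fold change between *Robo1−/−* and *Robo1+/+* luminal progenitors was −0.13 (adjusted p = 0.98 from limma's camera test over 20 lists, with an inter-gene correlation of 0.01). The mean was 0.22 with the GC correction (adjusted p = 0.34 from limma's camera test), and 0.01 without *Robo1−/−* replicate gh18. The mean log2 value of the list in gh18 after the GC correction was 8.32, above the 7.68 to 7.92 of the other 5 libraries. None of the 7 genes had an adjusted p under 0.05 from limma, over all tested genes or over the list alone. *Hey2* (kgCluster1623; chromosome 10 from 30552165 to 30562607) had normalized values of 23.5 ± 5.27 (SD, n = 3) in *Robo1+/+* and 52.7 ± 4.53 (SD, n = 3) in *Robo1−/−* luminal progenitors, with no overlap between the genotypes. Its log2 fold change was 1.15 (standard error 0.35, adjusted p = 0.86 from limma over all tested genes and 0.051 over the list). *Heyl* (kgCluster17920; chromosome 4 from 122910799 to 122927118) differed in the opposite direction. Its values were 298 ± 77.8 (SD, n = 3) and 108 ± 63.7 (SD, n = 3), also without overlap, and its log2 fold change was −1.61 (standard error 0.50, adjusted p = 0.86 from limma over all tested genes and 0.051 over the list). *Hes1* (kgCluster9462) had values of 732 ± 81.0 (SD, n = 3) and 868 ± 255 (SD, n = 3), a difference smaller than the spread of the *Robo1−/−* libraries, with a log2 fold change of 0.21 (standard error 0.27). The receptor genes *Notch1* and *Notch3* had log2 fold changes of −0.61 (standard error 0.56) and −0.98 (standard error 0.67). With the GC correction these were −0.02 and −0.17. The ligand gene *Jag1* had a log2 fold change of −0.02 (standard error 0.28). From its RNA-seq data, citing Fig. 1A, the paper states that Notch signaling is upregulated in virgin *Robo1−/−* luminal progenitors.

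**Figure D3:**
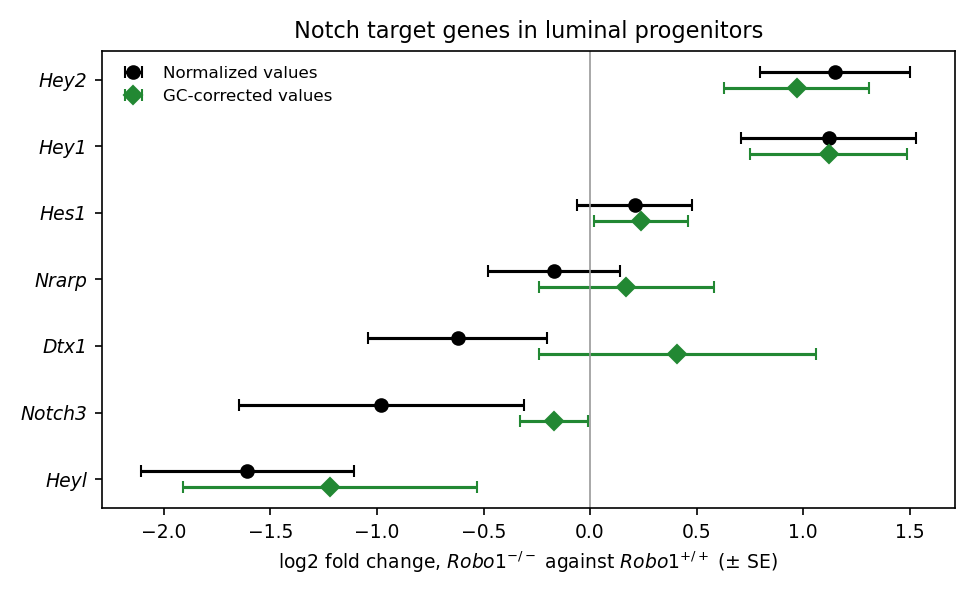
Log2 fold change between *Robo1−/−* and *Robo1+/+* luminal progenitors (horizontal axis, ± standard error) of 7 Notch target genes, from the normalized values (circles) and from the GC-corrected values (diamonds). *Hey1*, *Hey2* and *Hes1* lie above 0 and *Heyl* and *Notch3* below 0 in both, while *Nrarp* and *Dtx1* change sign.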

To further investigate, we assayed the expression of Notch effectors in confluent *shScr* and *Robo1* KD HC11 cells and observed upregulation of *Hes1*, *Hey1* and *Hey2* by RT-qPCR (Fig. 3A). We also observed increased HES1 in the nuclear fraction of *Robo1* KD HC11 cell lysates (Fig. 3B,C). As controls, we overexpressed p*Robo1* in KD cells and also treated KD cells with gamma secretase inhibitor (GSI) RO4929097, and found that both treatments not only prevented the increase in nuclear HES1, but also reduced its levels to lower than control (Fig. 3B,C). We also examined HES1 expression by intracellular flow immunostaining (Fig. S3A). As a positive control, we treated HC11 cells with JAG1 peptide and observed increased nuclear HES1 (Fig. S3A). KD of *Robo1* also increased the nuclear HES1 signal, an effect that was dampened by GSI (Fig. S3A). Next, we assessed whether Notch inhibition could rescue the *Robo1* KD HC11 phenotype by treating *shScr* and *Robo1* KD cells for 24 h at priming with either vehicle or GSI, followed by differentiation. As shown previously (Fig. 2J,K), *Robo1* KD resulted in fewer milk domes and decreased CSN2, effects that were rescued by GSI treatment (Fig. 3D-G).

**Fig. 3.**
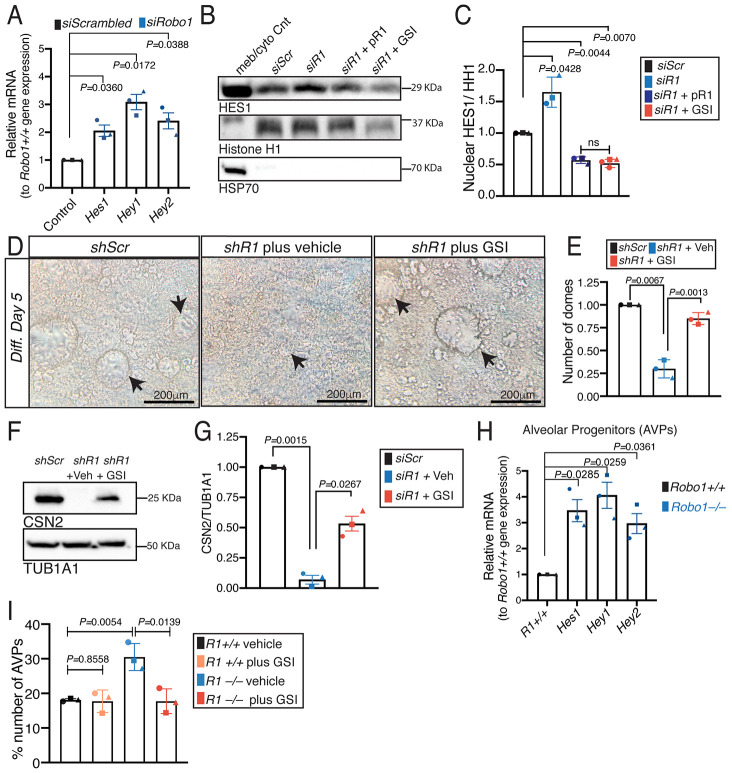
**ROBO1 regulates notch signaling in luminal progenitors and HC11 cells.** (A) RT-qPCR on *siScr* and *Robo1* (*siR1*) KD primed HC11 cells shows increased Notch effector expression with loss of *Robo1*. (B,C) Immunoblot (B) and quantification (C) on the nuclear fraction of *siScr* and *Robo1* KD primed HC11 cells show increased nuclear HES1 with *Robo1* loss and rescue by either *Robo1* overexpression or GSI treatment (two-tailed paired *t*-test). (D,E) HC11 dome assay (D) and quantification (E) show fewer domes with *Robo1* KD and rescue with GSI treatment. Arrows identify domes. (F,G) CSN2 immunoblot (F) and quantification (G) show decreased milk production with *Robo1* KD and partial rescue by GSI treatment (two-tailed paired *t*-test). (H) RT-qPCR on FACS-purified *Robo1+/+* and *Robo1−/−* AVPs shows increased Notch effector expression with loss of *Robo1*. (I) FACS quantification of the AVP subpopulation shows more AVPs in *Robo1*−/− MGs and rescue to *Robo1+/+* levels by GSI treatment. *n*=3 independent experiments, five images/*n*. Data are represented as mean±s.e.m. Statistical analysis was performed using a one-way ANOVA followed by a two-tailed, unpaired Student's *t*-test with Welch's correction or as indicated above. ns, not significant. See also Fig. S3.

Across a wide array of tissues, Notch signaling regulates stem/progenitor cells, coordinating their self-renewal, expansion and differentiation. To examine whether ROBO1 regulates Notch signaling in mammary progenitor cells, we performed RT-qPCR on Notch effectors, focusing on the FACS-purified AVP subpopulation (CD14+;cKit^−/lo^) (Fig. 3H, Fig. S3B) (Asselin-Labat et al., 2011; Shore et al., 2012). The expression of *Hes1*, *Hey1* and *Hey2* were all increased in *Robo1−/−* AVPs (Fig. 3H). To assess whether this upregulation of Notch signaling in *Robo1*−/− animals affected the number of progenitor cells, we FACS-analyzed luminal subpopulations from MGs of nulliparous *Robo1+/+* and *Robo1−/−* littermates and found that *Robo1*−/− MGs contained significantly more AVPs, fewer LPs (trending) and no difference in the number of mature luminal cells (MLs) (Fig. S3C). Next, we orally treated mice with GSI (10 mg/kg) or vehicle daily for 5 days before harvesting the MGs and FACS-purifying subpopulations. GSI-treatment of *Robo1−/−* animals decreased the number of AVPs to WT levels and reduced the expression of Notch effectors *Hey1* and *Hes1* (Fig. 3I, Fig. S3D). GSI treatment of *Robo1+/+* animals did not affect AVP number (Fig. 3I), and it had no effect on *Hey1* expression, but did reduce *Hes1* (Fig. S3D). Collectively, these data indicated that ROBO1 promotes alveolar development by inhibiting Notch signaling, and thereby restricting AVP renewal and expansion.

### ROBO1 regulates luminal notch signaling from the basal compartment

ROBO1 is expressed in both luminal and basal cells of the MG (Fig. 1B, Fig. S1D,E). To determine whether ROBO1 promotes alveolar differentiation through its action specifically in one of these cell types, we generated organoids that are mosaic for *Robo1* expression (Fig. 4A) (Rubio et al., 2020). *Robo1−/−* basal cells were mixed with *Robo1+/+* luminal cells (KO/WT) and, vice versa, *Robo1+/+* basal cells were mixed with *Robo1−/−* luminal cells (WT/KO) (Fig. 4B,C). Cells from *ACTb-EGFP* (*eGFP+/+*) mice were used to distinguish WT from KO cells and, as controls, WT/WT and KO/KO organoids were also generated (Fig. 4D,E). Organoids were cultured in Matrigel, followed by differentiation in prolactin-containing media for 5 days (Fig. S4A). The sectioned organoids were immunostained for GFP along with CSN2 (Fig. 4B-E) or the basal marker KRT14 (Fig. S4B). When *Robo1*−/− basal cells were mixed with *GFP+/+* luminal cells (KO/WT), the resulting mosaic organoids produced little/no milk upon differentiation, suggesting that ROBO1 in basal cells functions to enhance luminal differentiation (Fig. 4B,F). Supporting this notion was the observation that when WT basal cells were mixed with *Robo1*−/− luminal cells (WT/KO), the resulting organoids displayed robust CSN2 staining upon differentiation (Fig. 4C,F). This robust production of the CSN2 milk protein was also observed in WT/WT organoids (Fig. 4D,F), whereas KO/KO organoids were similar to KO/WT organoids and produced little or no CSN2 (Fig. 4E,F). Next, we co-cultured *Robo1−/−* basal cells with *eGFP+/+* luminal cells and observed increased nuclear HES1 in the *eGFP+/+* luminal cells adjacent to *Robo1−/−* basal cells (Fig. 4G,I). As a control, we performed the reverse experiment and co-cultured *eGFP+/+* basal cells with *Robo1−/−* luminal cells and observed little or no expression of nuclear HES1 in the *Robo1−/−* luminal cells (Fig. 4H,I). Together, these data showed that ROBO1 was required in mammary basal cells where it functions to repress luminal Notch signaling and support milk production upon hormonal stimulation.

**Fig. 4.**
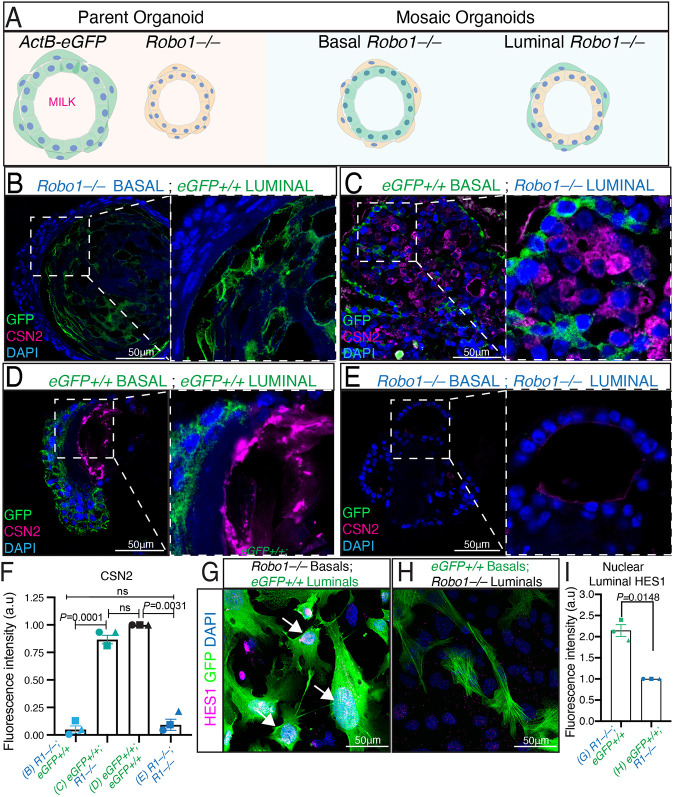
**ROBO1 regulates luminal Notch signaling from the basal compartment.** (A) Diagram showing mosaic organoids that contain *Robo1−/−* (orange) basal or luminal cells combined with *ACTb-eGFP Robo1+/+* (green: *eGFP+/+*) basal or luminal cells. (B-F) Representative confocal images (B-E) and quantification (F) of paraffin-embedded organoid sections immunostained for GFP (green) and milk protein CSN2 (magenta). Organoids with *Robo1−/−* basal cells (KO/WT) and (KO/KO) show little CSN2 staining (B,E,F), whereas organoids with *GFP+/+* basal cells (WT/KO) and (WT/WT) show robust CSN2 staining (C,D,F). (G-I) Representative ICC (G,H) and quantification (I) of *Robo1−/−* basal cells co-cultured with *eGFP+/+* luminal cells show increased nuclear HES1 in the *eGFP+/+* luminal cells (arrows) (G,I). In contrast, co-cultures of *eGFP+/+* basal cells with *Robo1−/−* luminal cells show little or no nuclear HES1 in the *Robo1−/−* luminal cells (H,I). *n*=3 independent experiments. Data are represented as mean±s.e.m. Statistical analysis was performed using a one-way ANOVA followed by a two-tailed, unpaired Student's *t*-test with Welch's correction. ns, not significant. See also Fig. S4.

### ROBO1 inhibits *Jag1* expression in basal cells via CTNNB1

Notch ligands regulate the activation of Notch receptors. Examination of a single cell RNA-seq dataset revealed *Jag1*, *Jag2* and *Dll1* expression in basal mammary epithelial cells, and very little to no expression of *Dll3* and *Dll4* (Fig. S5A-E) (Bach et al., 2017). We examined the expression of JAG1, JAG2 and DLL1 over the course of HC11 differentiation and observed inverse regulation with respect to ROBO1, with high levels of JAG1/JAG2 during competence and priming but high levels of ROBO1 during differentiation (Fig. 5A). In contrast, DLL1 increases from confluence through differentiation (Fig. 5A). To determine whether ROBO1 regulates the expression of Notch ligands, we performed KD of *Robo1* in HC11 cells and observed by immunoblot increased JAG1 that is not only rescued but also further decreased by p*Robo1* overexpression (Fig. 5B,C); we detected no changes in JAG2 or DLL1 expression (Fig. S5F,G). We also examined JAG expression in FACS-purified populations of *Robo1+/+* and *Robo1−/−* basal cells and found more JAG1 in KO, compared with WT, cells but no significant change in JAG2 (Fig. S5H-J). To further explore, we overexpressed increasing amounts of *Robo1* in HEK293 cells and detected a dose-dependent decrease in JAG1 (Fig. 5D,E). Previous studies showed that the transcriptional function of CTNNB1 is activated in *Robo1*−/− basal epithelial cells (Macias et al., 2011). To determine whether *Jag1* is a target of CTNNB1 in the MG, we performed a Cut&Run ChIP assay using anti-CTNNB1 antibody on *Robo1*+/+ and *Robo1*−/− FACS-purified 7.5 DP basal mammary epithelial cells (CD49f^hi^;CD24+). ChIP PCR fragments were amplified using primers that were specific for two different Tcf/Lef binding sites upstream of the *Jag1* promoter along with control primers that recognized an irrelevant region of this promoter (Fig. 5F). RT-qPCR analysis of these regions revealed a significant increase in CTNNB1 occupancy at both binding sites in *Robo1−/−* basal mammary epithelial cells (Fig. 5F, Fig. S5K). Next, we generated and cultured *Robo1+/+* and *Robo1−/−* organoids in Matrigel, followed by differentiation in prolactin-containing media for 5 days. The organoids were immunostained for basal and luminal markers KRT14 and KRT8, respectively, and an antibody directed against activated nuclear CTNNB1 (Staal et al., 2002) (Fig. 5G). We observed more nuclear expression of CTNNB1 in *Robo1−/−* basal cells and no significant change in luminal cells (Fig. 5H). Together, these data showed that ROBO1 represses luminal Notch signaling by inhibiting the nuclear localization of CTNNB1 in basal cells, thereby preventing CTNNB1 from directly enhancing the expression of Notch ligand JAG1.

**Fig. 5.**
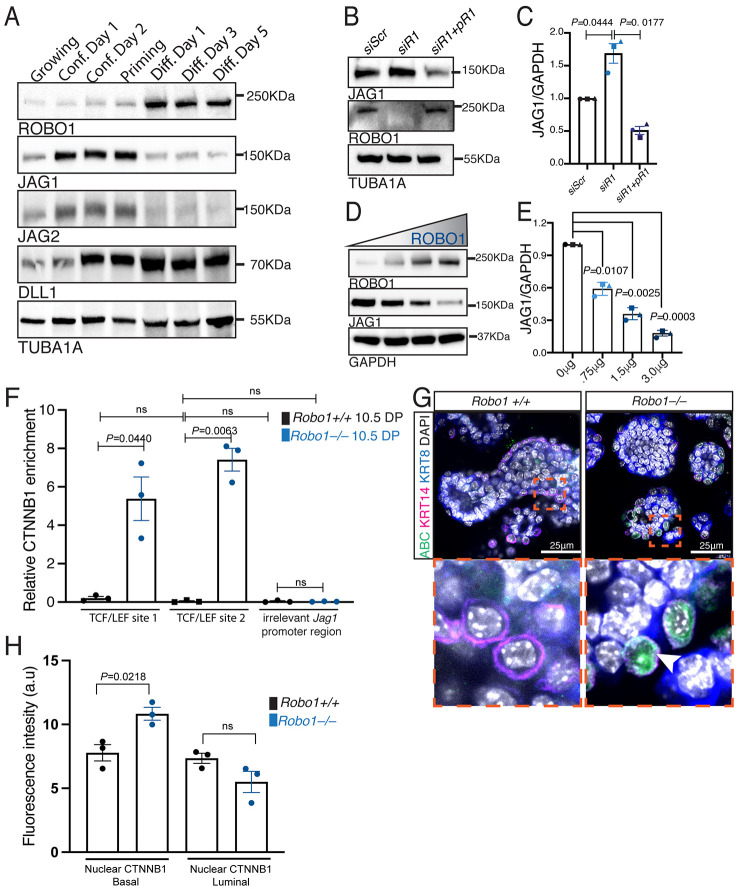
**ROBO1 inhibits JAG1 expression in basal cells via CTTNB1.** (A) Immunoblot shows the inverse regulation of ROBO1 with respect to JAG1 and JAG2 and no change in DLL1 over HC11 differentiation. (B,C) Immunoblot (B) and quantification (C) show increased JAG1 with *Robo1* KD and rescue with *Robo1* overexpression (two-tailed paired *t*-test). (D,E) Immunoblot (D) and quantification (E) show that increasing overexpression of *Robo1* results in decreasing JAG1 (two-tailed, paired Student's *t*-test). (F) RT-qPCR using primers within the *Jag1* promoter either specific to two Tcf/Lef binding sites or to an irrelevant location (control) shows increased CTNNB1 chromatin immunoprecipitation in FACS-purified 10.5 DP *Robo1*−/− basal cells. (G,H) Representative 3D confocal images (G) and quantification (H) of differentiated *Robo1+/+* and *Robo1−/−* organoids show increased nuclear CTNNB1 (green) staining in *Robo1−/−* KRT14+ (magenta) basal cells. Bottom panels in G show magnification of boxed areas in top panels. *n*=3 independent experiments. Data are represented as mean±s.e.m. Statistical analysis was performed using a one-way ANOVA followed by a two-tailed, unpaired Student's *t*-test with Welch's correction or as stated above. ns, not significant. See also Fig. S5.

### JAG1 in basal cells inhibits luminal differentiation and milk production

Although many studies have demonstrated the importance of Notch receptor regulation in the MG during pregnancy (Hu et al., 2006; Jhappan et al., 1992; Smith et al., 1995), much less is known about the role of Notch ligands. To further probe the role of JAG1 in mammary alveologenesis, we overexpressed *Jag1* (*pJag1*) and then differentiated HC11 cells, observing reduced milk dome formation (Fig. S6A,B). In contrast, when *Jag1* was knocked down in cells followed by differentiation, dome formation was enhanced (Fig. S6A,B). Next, we used lentiviral infection to KD *Jag1* (*shJag1*) in *Robo1*−/− primary cells. Organoids were then generated and cultured in Matrigel, followed by differentiation in prolactin-containing media for 5 days. The organoids were immunostained for basal and luminal markers KRT14 and KRT8, respectively, along with JAG1 to evaluate its expression, HES1 to evaluate Notch activity in the luminal compartment, and CSN2 to determine the extent of organoid differentiation (Fig. 6A-E). We observed little JAG1 and HES1 expression in the basal cells of *Robo1+/+* organoids infected with control *shScr* (Fig. 6A-C). As expected, these organoids displayed lumenal CSN2 accumulation, indicating robust differentiation (Fig. 6D,E). In contrast, JAG1 and nuclear HES1 expression were upregulated in *Robo1*−/− organoids infected with control *shScr* (Fig. 6A-C), and there was no detectable CSN2 immunostaining (Fig. 6D,E), indicating that the luminal cells of these organoids did not differentiate into milk-producing alveolar cells. However, KD of *Jag1* reduced both JAG1 and HES1 expression (Fig. 6A-C), and rescued the differentiation of *Robo1−/−* organoids as shown by CSN2 expression (Fig. 6D,E). Altogether, our data suggested that JAG1 is a key regulator of lactogenic differentiation and that downregulation of *Jag1* by ROBO1/CTNNB1 in the basal compartment inhibits luminal Notch activity, thereby promoting alveolar cell differentiation and CSN2 expression (Fig. 6F).

**Fig. 6.**
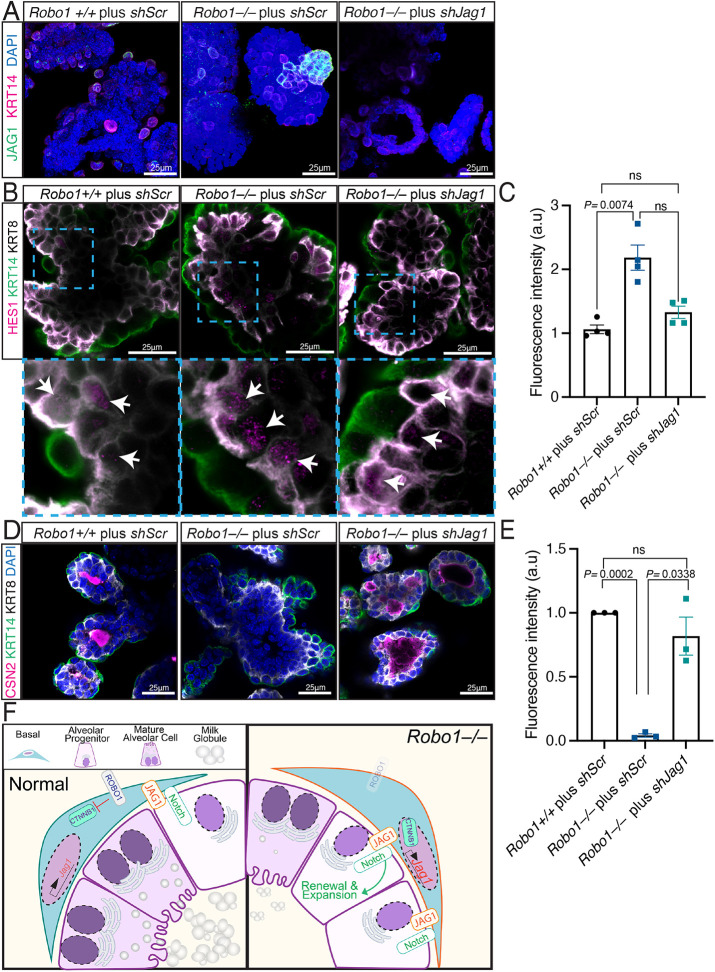
**JAG1 in basal cells inhibits luminal differentiation and milk production.** (A) Representative 3D confocal images of *Robo1+/+* and *Robo1−/−* organoids infected with either *shScr* or *shJag1* and stained for JAG1 (green) and KRT14 (magenta) show little JAG1 in *Robo1+/+* basal cells, and an increase in JAG1 staining in *Robo1−/−* basal cells that is decreased by KD of *Jag1* (*shJag1*). (B,C) Representative 3D confocal images (B) and quantification (C) of *Robo1+/+* and *Robo1−/−* organoids infected with either *shScr* or *shJag1* and stained for HES1 (magenta) and KRT14 (green) show little HES1 in *Robo1+/+* basal cells, and an increase in HES1 expression in *Robo1−/−* basal cells that is decreased by KD of *Jag1* (*shJag1*). Bottom panels in B show magnification of boxed areas in top panels. Arrows indicate nuclear HES1. (D,E) Representative 3D confocal images (D) and quantification (E) of *Robo1+/+* and *Robo1−/−* organoids infected with either *shScr* or *shJag1* and stained for CSN2 (magenta) and KRT14 (green) show robust CSN2 expression in *Robo1+/+* organoids and in *Robo1−/−* organoids with *Jag1* (*shJag1*) KD; there is little or no CSN2 staining in *Robo1−/−* (*shScr*) organoids. (F) Schematic of our model showing how JAG1 expression is held in check in the cytoplasm in wild-type (left) basal cells of mid-pregnant MGs by ROBO1 inhibition of CTNNB1, thereby promoting differentiation. In contrast in *Robo1−/−* (right) basal cells, nuclear CTNNB1 enhances *Jag1* expression and JAG1/Notch signaling inhibits differentiation while promoting alveolar progenitor renewal and expansion. *n*=3 independent experiments minimum. Statistical analysis was performed using a one-way ANOVA followed by a two-tailed, unpaired Student's *t*-test with Welch's correction. ns, not significant. See also Fig. S6.

## DISCUSSION

Breastfeeding confers a host of lifelong benefits to both mother and child. For women, epidemiological studies show a significant decrease in breast and ovarian cancer risk with increased breastfeeding duration (Chowdhury et al., 2015). For children, there is substantial evidence that mother's milk is optimal nutrition that boosts immunity and diversifies the gut microbiome (Victora et al., 2016). Lactation insufficiency is the inability of a nursing individual to generate the daily volume of breast milk required to fully meet the nutritional needs of an infant. It is estimated that 23% to 64% of women worldwide experience lactation insufficiency, leading to weaning before 6 months, with primary lactation insufficiency due to inadequate glandular tissue accounting for 5% (Li et al., 2005; Sultana and Rahman, 2013; Taqi, 2014). Previous efforts to enhance milk production focused on the prolactin pathway and even drugs (approved in some countries, but not the USA), such as dopamine antagonist domperidone, are rarely prescribed due to negative side effects (Sewell et al., 2017). Consequently, the barriers to successful breastfeeding remain high, in part because there is still much unknown about the molecular underpinnings of lactation physiology, specifically how stem/progenitor cells are recruited to contribute to each pregnancy. Here, we identify a mechanism regulating the expansion and differentiation of AVPs into milk-producing alveolar cells.

Paracrine signaling between tissue compartments is a key mechanism guiding organ development. In the MG gland, we find that ROBO1 signaling in the basal compartment inhibits Notch activation in the luminal compartment by restricting the expression of *Jag1.* Our data show that, in the absence of *Robo1*, luminal Notch signaling through *Hes1*, *Hey1* and *Hey2* is increased, favoring AVP renewal and expansion at the expense of differentiation, a phenotype that is reversed by inhibiting Notch signaling. This is consistent with previous data demonstrating that overexpression of Notch-ICDs during pregnancy severely curtails mammary alveolar differentiation (Chakrabarti et al., 2012; Choi et al., 2009; Hu et al., 2006; Jhappan et al., 1992; Smith et al., 1995). Indeed, continued activation of Notch through ICD overexpression results in mammary hyperplasias and tumors (Hu et al., 2006; Jhappan et al., 1992), and the absence of *Robo1* also results in mammary hyperplasias (Marlow et al., 2008). The observation that ROBO1 signaling determines the level of Notch activity, and therefore the fate of daughter cells, has been demonstrated in the developing neocortex (Cardenas et al., 2018). ROBOs govern the balance between direct and indirect neurogenesis by regulating the expression levels of different Notch ligands. This, in turn, determines the size and complexity of the cerebral cortex and over evolutionary time has been responsible for increasing the circuitry of the mammalian brain (Cardenas et al., 2018). In the cerebral cortex, however, the signaling downstream of ROBO that leads to Notch ligand regulation has not been delineated.

There have been numerous reports that ROBO signaling regulates the activity of CTNNB1 through the PI3 kinase/Akt/GSK3-β pathway (Macias et al., 2011; Prasad et al., 2008; Shi et al., 2014; Tseng et al., 2010). Here, we demonstrate that during alveolar development loss of *Robo1* in basal mammary epithelial cells increases the association of CTNNB1 with the *Jag1* promoter, increasing *Jag1* expression. This is similar to the epidermis in which CTNNB1 also upregulates *Jag1*, activating Notch signaling, and in this context promoting the differentiation of hair follicle lineages (Estrach et al., 2006). In contrast, in the MG Notch activation in the luminal compartment during pregnancy inhibits alveolar differentiation (Chakrabarti et al., 2012; Choi et al., 2009; Hu et al., 2006; Jhappan et al., 1992; Smith et al., 1995), and our data suggest this is due to enhanced AVP renewal and expansion.

Regulated interplay between Notch and β-catenin (Wnt) signaling has been observed in many developmental contexts and is termed Wntch signaling to reflect the reciprocal and regulated roles these pathways play in determining the fate of cells (Munoz-Descalzo et al., 2012). In the MG, mounting evidence supports the role of lineage-restricted progenitor cells in generating the immense tissue growth and cell differentiation occurring with puberty, each pregnancy and every estrus cycle, raising the question of how unipotent precursor cells fuel this prodigious postnatal growth (Lilja et al., 2018; Lloyd-Lewis et al., 2018; Wuidart et al., 2016). Overexpression studies show that Notch signaling promotes the maintenance of progenitors and inhibits alveologenesis (Hu et al., 2006; Jhappan et al., 1992; Smith et al., 1995), whereas Wnt signaling supports progenitor expansion and differentiation (Imbert et al., 2001; Teuliere et al., 2005). Constitutive activation of CTNNB1, via overexpression of a truncated nuclear-localized form, results in precocious alveolar development, including the expression of milk protein genes (Imbert et al., 2001; Teuliere et al., 2005). These non-physiological model systems give insight into how Wnt and Notch signaling influence the probability of progenitor cells renewing, expanding or differentiating. Our data suggest that by 7.5 DP ROBO1-directed repression of nuclear CTNNB1 reduces *Jag1* expression in basal myoepithelial cells, triggering a switch that dials back Notch signaling in adjacent luminal cells to promote the differentiation of AVPs. ROBO signaling governs this switch, allowing the cross-regulation of Notch and Wnt pathways by regulating CTNNB1 subcellular localization and titrating Notch activity through its ligand.

Our studies show that ROBO1 signaling is a central agent within a pathway that controls alveologenesis. We provide mechanistic insight into how ROBO1 in the basal compartment controls Notch activation in the luminal compartment by regulating the expression of JAG1 via CTNNB1. Because Notch signaling regulates the recruitment and differentiation of lineage-restricted AVPs into milk-producing alveolar cells, our model offers an explanation for why women experience a differential ability to build a milk supply during pregnancy. We further demonstrate that controlling the activation of Notch through ROBO1 has the potential to mitigate lactation insufficiency by providing a non-hormonal way to target milk production.

## MATERIALS AND METHODS

### Experimental models and subject details

#### Mouse strains

*Robo1^tm1Matl/tm1Matl^* has been previously described (Long et al., 2004); *FVB/NJ* and *C57BL/6-Tg(CAG-EGFP)1Osb/J* mice were obtained from The Jackson Laboratory and *CAnN.Cg-Foxn1^nu^/Crl* were obtained from Charles Rivers. Genotyping was performed by extracting DNA from ear-snips and performing an end-point PCR for the given transgene using the primers listed in Table S1. All animal procedures were both approved by and conducted in accordance with the guidelines set by the University of California, Santa Cruz (UCSC) Institutional Animal Care and Use Committee (IACUC).

#### Cell cultures

All cell lines were obtained from American Type Culture Collection (ATCC) and routinely checked for mycoplasma (Mycoplasma PCR kit, ABM, G238).

#### Animal studies

Nulliparous analysis was performed using adult (10-12-week-old) female mice. For timed pregnancies, adult females were checked for their estrus state as previously described (Byers et al., 2012), scored by the presence of a vaginal plug. Plugged mice were considered to be 0.5 DP on the day of the observed plug and the embryos were examined at the time of harvesting the mammary glands to confirm pregnancy state. All +/+ and –/– females used in this study were littermates or age-matched.

### Milk proxy studies

To control for olfactory bulb defects that may lead to pup rejection as previously reported in *Robo1−/−* animals (Fouquet et al., 2007), *Robo1−/−* dams were mated with *Robo1+/+* males and *Robo1+/+* dams were mated with *Robo1−/−* males to generate heterozygote pups. In addition, each litter was controlled to five pups, and their weight was recorded every 24 h post birth for 8 days.

### Mammary fat pad clearing, and transplantation

A small mammary gland tissue fragment from 8-week-old +/+ and −/− littermates was contralaterally transplanted into pre-cleared fat pads of *Foxn1^nu^* (Young, 2000) host mice. Contralateral outgrowths were harvested 17.5 DP.

### Fat pad filling analysis

Paraffin embedded +/+ and *−/−* mammary glands or contralateral outgrowths were sectioned and subjected to Hematoxylin and Eosin (H&E) staining. Images were analyzed using ImageJ, and percentage fat pad filling was calculated by measuring area occupied by the alveoli.

### Carmine Alum staining

Harvested mammary glands were spread out on a slide and allowed to dry for 1 h at room temperature. Slides were fixed overnight in Carnoy's fixative (six parts 100% ethanol, three parts chloroform, one part glacial acetic acid) at room temperature. On day 2 slides were rehydrated by incubating them in 70% ethanol twice for 10 min each, twice in 50% ethanol for 10 min each, twice in 30% ethanol for 10 min each, twice in 10% ethanol for 10 min each and in distilled water for 10 min. Slides were then stained for 2 days in Carmine Alum at room temperature. After staining, the glands were washed in 70% ethanol three times for 30 min each wash. The glands were then dehydrated by incubating them in fresh 70% ethanol once for 30 min each, twice in 95% ethanol for 30 min each and twice in 100% ethanol for 10 min each. The glands were defatted by incubating them in toluene for 2-3 days, changing the toluene solution daily before mounting using Permount (Fisher Chemical; SP15). Slides were allowed to dry before imaging them on an Axio imager scope (Zeiss).

### EdU labeling

Pregnant dams were injected intraperitoneally with EdU (50 mg/kg body weight) 18 h before harvesting. Tissue was cryosectioned at a thickness of 10 µm and subjected to immunofluorescence as described below. EdU was detected via a click-iT chemistry reaction containing the following reagents per 1 ml final reaction: 950 µl (100 mM) Tris (pH 7.5), 40 µl (100 mM) CuSO_4_, 10 µl (200 mg/ml) sodium ascorbate (C_6_H_7_NaO_6_), and 1 µl Azide-555.

### 3D cell cultures

Primary cell organoids were grown as previously described (Rubio et al., 2020). Briefly, primary cells were mixed and grown in Matrigel Growth Factor Reduced (GFR), Phenol Red-Free (Corning, CB-40230C) and cultured in basal medium. After 5 days, growing organoids were carefully washed and cultured in differentiation medium for an additional 5 days. Differentiated organoids were either imaged as 3D, or fixed and processed as previously described (Harburg et al., 2014).

### 2D cell cultures

MDA-MB-231 cells were cultured in DMEM growth medium (Gibco, 11039-021) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Corning, MT35010CV) and 1× Anti-Anti (Thermo Fisher Scientific, 15240112) at 37°C with 5% CO_2_. Undifferentiated HC11 cells were cultured in growing medium (RPMI-1640; Thermo Fisher Scientific, 72400047), supplemented with 10% FBS, 5 µg/ml insulin (Millipore-Sigma, I6634), 10 ng/ml epidermal growth factor (EGF; Preprotech, AF-100-15), 1× Anti-Anti at 37°C with 5% CO_2_. Competent HC11 cells were primed for differentiation by culturing them in priming medium [RPMI-1640 supplemented with 5% charcoal-stripped-FBS (Equitech Bio, SFBM31), 5 µg/ml insulin, 1 µM dexamethasone (Millipore-Sigma, D4902-1G) and 1× Anti-Anti] for 18 h at 37°C with 5% CO_2_. To induce differentiation, primed HC11 cells were cultured in DIP Medium [RPMI-1640, supplemented with 10% FBS, 5 µg/ml insulin, 1 µM dexamethasone, 1× anti-anti and 3 µg/ml Prolactin (NHPP, oPRL-21)] at 37°C with 5% CO_2_. Primary cells were harvested from 8- to 12-week-old mice and cultured as previously described (Macias et al., 2011; Rubio et al., 2020).

### Immunofluorescence and microscopy

Primary cells were cultured in Millicell EX 8-well slides (Millipore-Sigma, PEZGS0816) as previously described (Macias et al., 2011) and fixed with 4% formaldehyde (PFA). Cells were permeabilized during 20 min in PBS (Thermo Fisher Scientific, 10010023)+0.3% Triton X-100. Blocking of nonspecific sites was then carried out using 10% normal donkey serum (NDS) (Sigma-Aldrich, D9663) + 0.1% Triton X-100 for 60 min at room temperature. Cells were then incubated overnight at 4°C with the primary antibody diluted at the appropriate concentration in PBS +5% NDS and 0.1% Triton X-100 (see Table S3 for antibody information and dilutions). Cells were then washed three times for 15 min with PBS+0.1% Triton X-100. Secondary antibodies were added for 1 h at room temperature diluted at 1:500 in PBS +5% NDS and 0.1% Triton X-100. Cells were washed with PBS+0.1% Triton X-100 three times for 15 min. Finally, cells were washed with PBS once for 5 min before adding Vectashield^®^ Vibrance™ Mounting Media with DAPI.

Paraffin-embedded tissue was sectioned at a thickness of 5 µm and mounted on Superfrost Plus Microscope Slides (Fisher, 12-550-15). Mounted tissue was deparaffinized by warming slides to 55°C for 5 min. Slides were hydrated then by soaking in Xylene three times for 5 min, 100% ethanol twice for 2 min, 95% ethanol for 1 min, 70% ethanol for 1 min, 50% ethanol for 1 min, and diH_2_O for 10 min. Antigens were unmasked using antigen retrieval solution (VectorLabs, H3300-250) in a conventional lab microwave. Cells were permeabilized during 20 min in PBS (Thermo Fisher Scientific, 10010023)+0.1% Triton X-100. Blocking of nonspecific sites was then carried out using 10% NDS and 0.1% Triton X-100 for 60 min at room temperature in a humidifying chamber (VWR, 68432A). For antibodies raised in mouse a M.O.M.^®^ kit (VectorLabs) was used. Primary and secondary antibodies were diluted and used as described in Table S3.

Cryosections were fixed in 4% PFA for 15 min then washed with PBS three times for 5 min. Tissue was permeabilized by soaking for 15 min in PBS (Thermo Fisher Scientific, 10010023)+0.1% Triton X-100. Blocking of nonspecific sites was carried out using 10% NDS and 0.1% Triton X-100 for 60 min at room temperature. Antigen retrieval was performed using antigen retrieval solution in a conventional lab microwave. For ROBO1 staining, antigen retrieval was performed by bringing slides to a boil using 10 mM citrate-buffer (pH 6) in a conventional lab microwave and then steaming slides (Oster) for 30 min. Blocking of nonspecific sites and antibody incubations were used as described above. Samples were imaged using either a Zeiss LSM-880 confocal microscope with Airy scan or Zeiss Axiozoom Microscope as indicated.

### 3D organoids

Organoids were processed for high-resolution imaging as previously described (Rubio et al., 2020). Briefly, organoids were liberated from the 3D matrix using ice-cold recovery solution and incubating them at 4°C for 60 min. Liberated organoids were fixed with 4% PFA at 4°C for 45 min. Fixed organoids were immunostained using primary antibodies at 4°C for 18 h, washed, then incubated with secondary antibodies at 4°C for 18 h (see Table S3 for antibody information and dilutions). Immunostained organoids were mounted with Vectashield^®^ Vibrance™ Mounting Media with DAPI inside three stacked Secure-Seal™ Spacers (Thermo Fisher Scientific, S24735).

### Mammary gland CUBIC clearing

Glands were harvested from adult mice and placed in 4% PFA overnight at 4°C, then washed with PBS three times for 5 min. Fixed glands were manually cut into ∼1 cm thick pieces and processed as previously described (Matsumoto et al., 2019). Briefly, delipidation was achieved by incubating the mammary gland sections in 50% CUBIC-L (TCI, T3781) for 6 h then switching to 100% CUBIC-L for 3 days, changing it daily. Cleared tissue was washed with PBS three times for 1 h each wash, followed by immunofluorescence antibody labeling. Primary antibodies were incubated for 2 days at room temperature then washed with PBS three times for 1 h each wash. Secondary antibodies were incubated for 1 day at room temperature then washed with PBS three times for 1 h each wash (see Table S3 for antibody information and dilutions). For refracting-index matching, the stained mammary glands were incubated in 50% CUBIC-R+ (TCI, T3741) for 6 h then switched to 100% CUBIC-R+ until tissue was transparent.

### Isolation of mammary epithelial cells and flow cytometry

Mechanically dissociated inguinal, abdominal and thoracic mammary fat pads were prepared into cell suspension for FACS as previously described (Asselin-Labat et al., 2011; Shackleton et al., 2006; Shore et al., 2012; Zeng and Nusse, 2010). Briefly, mammary epithelial single cells were resuspended in HBSS supplemented with 10 mM HEPES (Gibco, 15630080) and 2% FBS. Nonspecific sites were blocked using Mouse BD Fc Block™ (BD Biosciences) for 10 min. This cell suspension was depleted of lineage-positive cells (CD45, Ter119, CD31 and BP-1) using the EasySep Mouse Epithelial Cell Enrichment Kit II as per protocol (Stem Cell Technologies, 19868) and antibody selection was performed. Mammary epithelial cells were subsequently resuspended at a density of 1×10^7^ cells/ml and stained with a combination of the following antibodies: anti-CD24 PE (Stem Cell Technologies, 60099PE.1), anti-CD29 PE-Cy7 (BioLegend, 102222), anti-CD14 FITC (eBiosiences, 11-0141-81), anti-CD45-APC (BioLegend,105826), Ter119-APC (BD Biosciences, 561033), CD31-ACP (BD Biosciences, 551262) and anti-CD117(ckit) APC-Cy7 (BioLegend, 105826) (see Table S3 for antibody information and dilutions). Cells were sorted using a BD FACS Aria II Cell Sorter and populations were analyzed using Flowjo (BD Biosciences).

### Intracellular flow cytometry

HC11 cells were detached with TrypLE™ Express Enzyme (Thermo Fisher Scientific, 12604013), washed with cold 1× PBS and passed through a 45 µm filter. Single cells were fixed with 1.5 ml of ice-cold methanol at −20°C for 10 min. Fixed cells were centrifuged and washed with 1× PBS supplemented with 1% bovine serum albumin (BSA). Nonspecific sites were blocked using Mouse BD Fc Block™ for 10 min. Blocked cells were incubated with primary antibody for 1 h at room temperature, washed, then incubated with secondary antibody for 1 h at room temperature. Cells were sorted and analyzed as described above.

### Chromatin immunoprecipitation (ChIP) analysis

ChIP was performed using a Cut&Run kit (Cell Signaling Technology) as per the manufacturer's protocol. Briefly, 100,000 FACS-purified basal cells (Lin−; CD49f^hi^; CD24+) were used per condition. Each prep was incubated with either ChIP-validated rabbit anti-CTNNB1 monoclonal antibody (active-β-catenin, Clone D13A1) or rabbit IgG Isotype control (clone DA1E) overnight at 4°C. ChIP DNA was recovered using phenol/chloroform extraction followed by ethanol precipitation as per the manufacturer's protocol. Quantification of DNA by qPCR was performed using equal amounts of DNA. qPCR analysis was performed in triplicates using SimpleChIP^®^ Universal qPCR Master Mix (Cell Signaling Technology, 88989). The reactions were run in a Bio-Rad CFX'Connect Real-Time System and CFX Manager software (Bio-Rad) as follows: 95°C for 3 min followed by 40 cycles of 95°C for 15 s, 60°C for 60 s. Sample normalization was performed using the signal from the Sample Normalization Spike-in yeast DNA with a primer set specific to the *Saccharomyces cerevisiae ACT1* gene, provided in the Cut&Run kit.

### *In vivo* GSI

GSI RO4929097 (MedchemExpress, HY-11102) was orally administered at 10 mg/kg body weight for 5 days as previously described (Regan et al., 2013). Mammary glands were harvested after 5 days of GSI or vehicle treatment and prepared for single cell analysis. For *in vitro* studies, HC11 cells were treated with 10 nM for 36-48 h before harvest or differentiation for lactogenic studies.

### Western blotting

Whole cell lysates were prepared using 1× NP40 lysis buffer (Thermo Fisher Scientific, FNN0021) supplemented with Pierce Protease and Phosphatase inhibitors (Thermo Fisher Scientific, A32959). Cells were washed with ice-cold PBS (Gibco, 14190136) and lysed direct in buffer and kept at 4°C rocking at 70 rpm. Lysed cells were collected and then spun at 14,000 ***g*** at 4°C for 15 min. Subcellular fractionations were prepared using a ProteoExtract^®^ Subcellular Proteome Extraction Kit as per manufacturer's protocol (Millipore-Sigma, 539790). Equivalent (35-50 μg) samples were resolved by SDS page and transferred to polyvinylidene difluoride (PVDF) (Millipore-Sigma, IPVH00010) for 60 min at 100 V. Immunoblots were blocked using either 5% non-fat milk, 5% BSA or 5% (%v/v) fish gelatin for 60 min at room temperature. Primary antibodies were incubated overnight at 4°C in a rocker at 65 rpm All HRP-conjugated secondary antibodies (The Jackson Laboratory) were used at 1:7500 for 90 min at room temperature (see Table S3 for antibody information and dilutions). Immunoblots were developed using Clarity ECL (Bio-Rad), detected using a Bio-Rad Chemi-Doc MP Image, and quantified using ImageLab software (Bio-Rad) as previously described (Le et al., 2016).

### RNA preps and RT-qPCR

Total RNA was harvested from FACS-purified cells lysed in TRIzol reagent (Invitrogen) and phase separated according to the manufacturer's protocol with an additional overnight RNA precipitation step in ethanol (Macias et al., 2011). Whole-gland total RNA was extracted using Direct-zol RNA MiniPrep Plus (Zymo, R2070).The RNA was further purified with TURBO DNase (Ambion, AM1906) treatment. Total RNA quality was analyzed by agarose gel electrophoresis and quantified using an ND-1000 spectrophotometer (NanoDrop). cDNA was prepared from 500-1000 ng of total RNA using iScript cDNA synthesis kit (Bio-Rad, 1708841). Quantitative RT-qPCR was performed in triplicates using SsoAdvanced Universal SYBR Green Supermix, (Bio-Rad, 1725272). The reactions were run in a Bio-Rad CFX'Connect Real-Time System and CFX Manager software (Bio-Rad) as follows: 95°C for 2 min followed by 40 cycles of 95°C for 15 s, 60°C for 30 s and 72°C for 45 s. The melting curve was graphically analyzed to control for nonspecific amplification reactions. Results were normalized to GAPDH. See Table S2 for primer sequences.

### RNA-seq library preparation

Total RNAs were then extracted from FACS-purified luminal progenitor cells, harvested from *Robo1*+/+ or *Robo1*−/− mice (*n*=3 per genotype, two animals per *n*) using TRIreagent LS (Sigma-Aldrich, T3934). Poly(A)+ RNA sequencing libraries were made from each sample using the TruSeq RNA library preparation kit v.1 (Illumina). A total of six libraries were created by PCR amplification with Illumina barcoding primers using kit recommended conditions and quantified using a Bioanalyzer DNA 1000 kit (Agilent). Libraries were then pooled in equimolar amounts and sequenced on a HiSeq 2000 Sequencing system (Illumina). All high-quality reads were trimmed to 75×75 bp using custom scripts. We used bowtie2 to map reads to mouse repeat elements (Langmead and Salzberg, 2012). Repeat filtered reads were then mapped to the mouse genome (assembly NCBI37/mm9) using TopHat (Kim et al., 2013). DESeq2 was used to calculate normalized read counts within genes, calculate fold change in gene expression and estimate *P*-values and adjusted *P*-values for change in gene expression values (Love et al., 2014).

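The normalized read counts of each library are whole multiples of 1 value, the value of 1 read, which was between 0.784 in *Robo1+/+* replicate gh09 and 1.5 in *Robo1−/−* replicate gh18. At least 99.984% of the values of every library were such multiples within rounding. The size factors implied by these values were 0.786, 1.28 and 1.07 for *Robo1+/+* replicates gh03, gh09 and gh15, and 0.869, 1.09 and 0.685 for *Robo1−/−* replicates gh06, gh12 and gh18. The reads recovered with them were given to DESeq2 with its default settings. Of 18531 genes with a p-value, 335 had an unadjusted p under 0.05 and 1 had an adjusted p under 0.05. This was RP23-282C23.3 (kgCluster18353), with normalized values of 134, 282 and 97.6 in *Robo1+/+* and 0, 1.83 and 0 in *Robo1−/−* luminal progenitors. Its adjusted p was 4.7e-07 from DESeq2 and 0.17 from limma, and over all settings tried it lay between the DESeq2 value and 0.99. The *Robo1+/+* mean was at least 48.5-fold higher than the value of 3 reads in the *Robo1−/−* libraries. By cluster number, the gene lies next to *Gm13051* (kgCluster18354) on chromosome 4, a gene with 48.0% of its 75-base sequences in other genes, so reads in this region are uncertain.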

### Image processing

Images were processed using Fiji or ZEISS ZEN Imaging Software (Zeiss) and equally adjusted manually if needed. All graphs were generated with Graphpad Prism version 9.0.

### Quantification and statistical analysis

Sample size and statistical significance between conditions is denoted in the figure legends. For multiple group comparison, a one-way ANOVA analysis was performed followed by a two-tailed Student's *t*-test (unpaired or paired as described in the figure legends). We performed similar analyses with different tests (e.g. a paired *t*-test or a Student's *t*-test on the un-normalized data) yielding *P*-values of comparable significance. For the milk proxy analysis, a two-way ANOVA was performed followed by a two-tailed, unpaired Student's *t*-test. All error bars represent s.e.m., and significance is denoted in each figure bar. *P*-values higher than 0.05 were considered not statistically significant.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Alveolar progenitor differentiation and lactation depends on paracrine inhibition of notch via ROBO1/CTNNB1/JAG1
**Source:** Development. 2021 Nov 11;148(21):dev199940. doi: 10.1242/dev.199940
**Supplement:** Supplementary information

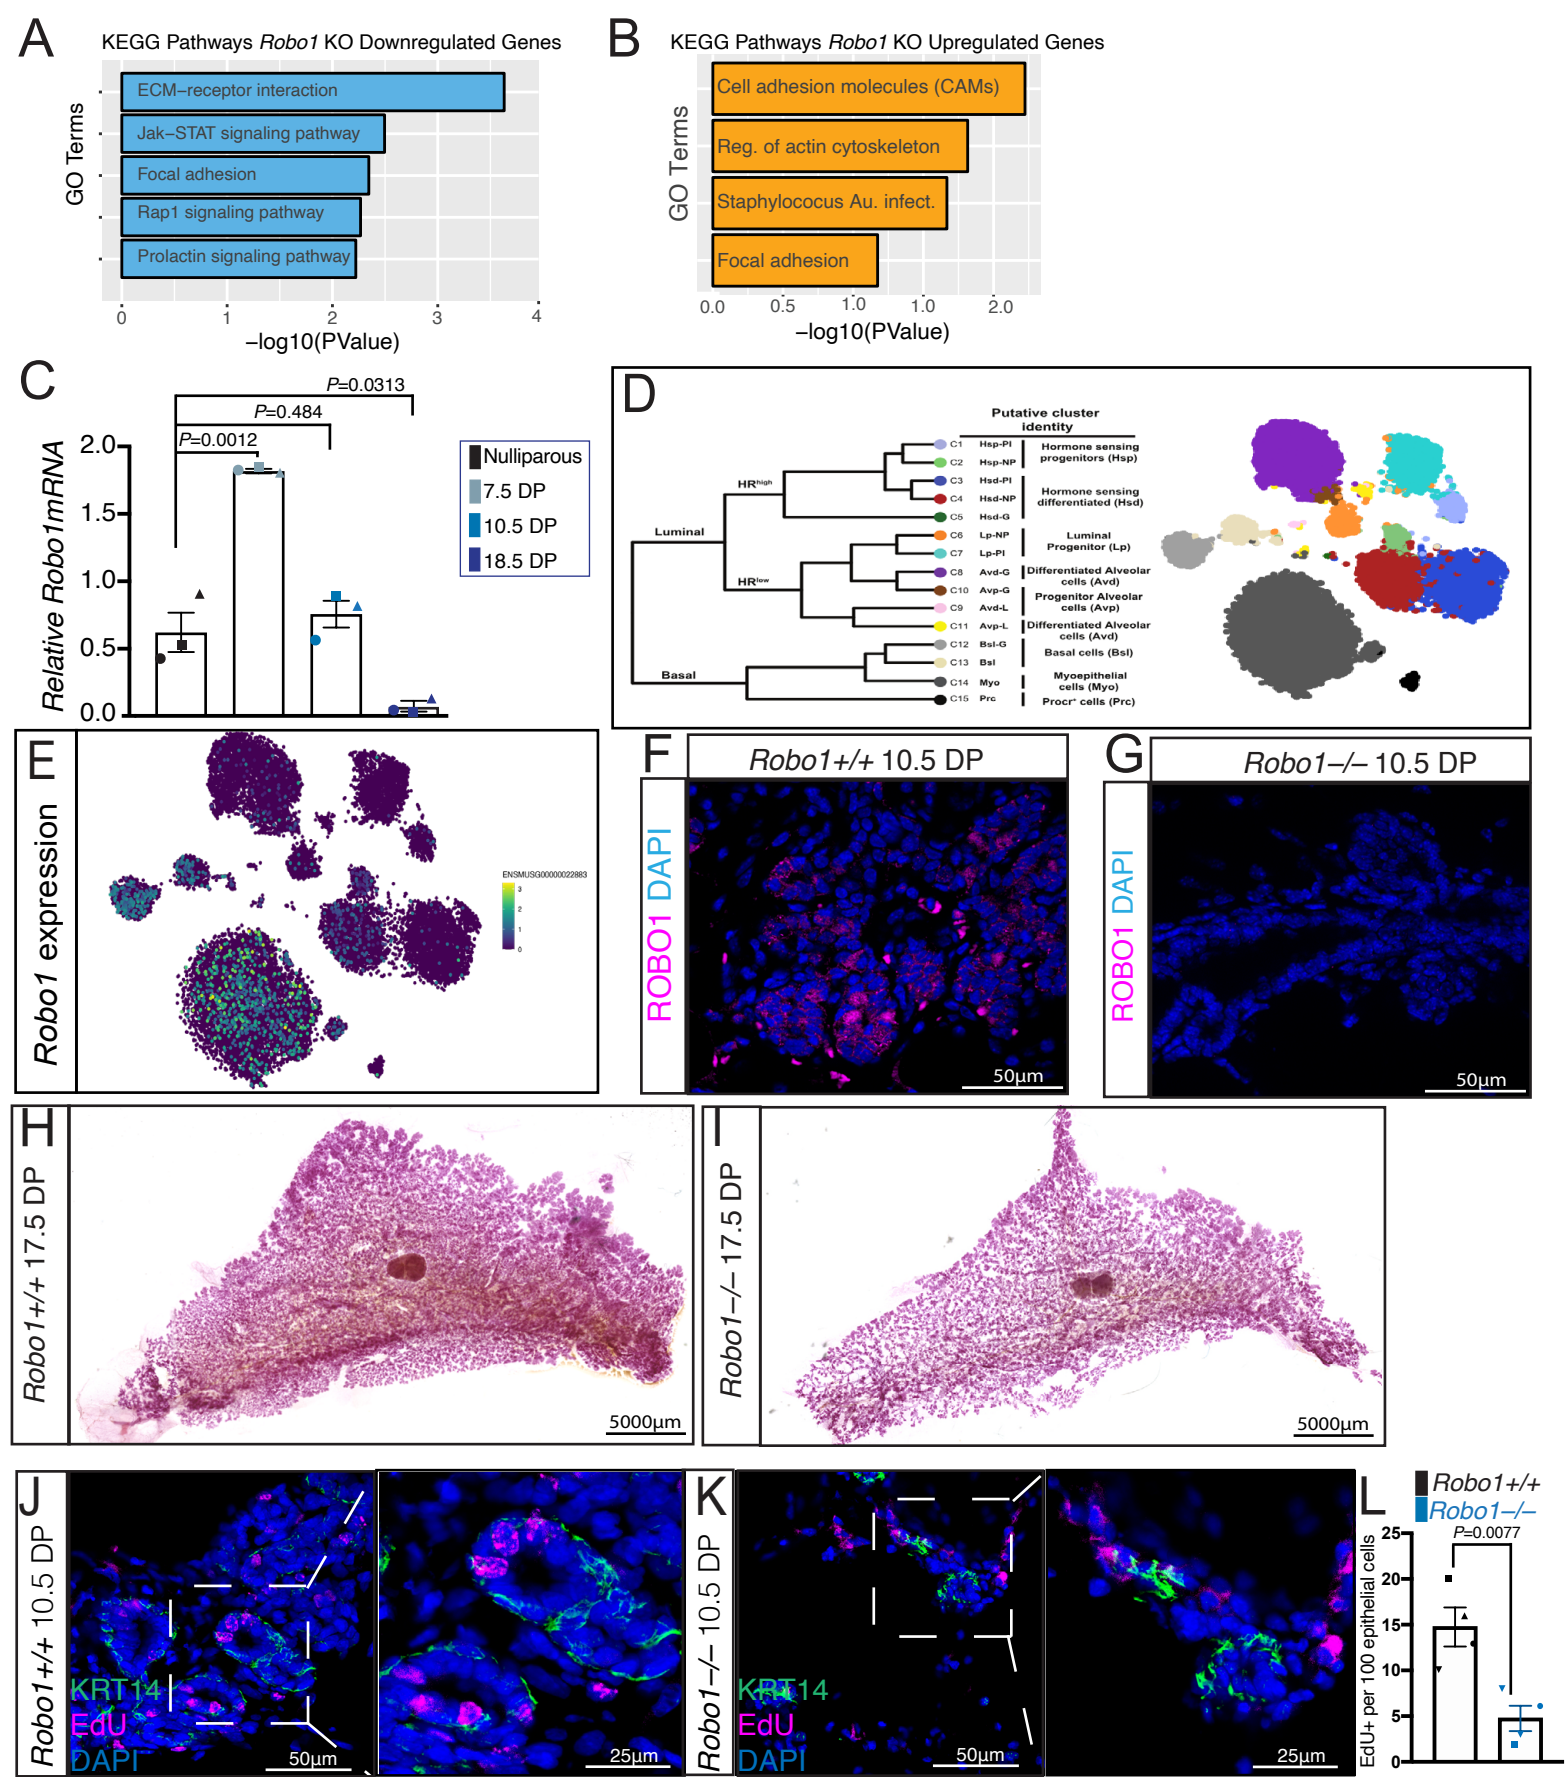

**Fig. S1.** (related to Figure 1): (A, B) KEGG pathway enrichment analysis for *Robo1*<sup>-/-</sup> LPs down- (A) and up- (B) regulated genes. (C) RT-qPCR for *Robo1* in whole MGs shows peak level at 7.5DP relative to nulliparous. (D, E) Dendrogram (D) of mammary epithelial cell clusters and tSNE plots (E) show *Robo1* expression as determined by single-cell RNA-Seq data from Bach and colleagues (Bach et al., 2017). (F, G) Representative confocal images show luminal ROBO1 (magenta) in sections of *Robo1*<sup>+/+</sup> 10.5DP alveoli (F) and no staining in *Robo1*<sup>-/-</sup> 10.5DP alveoli (G). (H, I) Representative carmine-stained 17.5DP whole mounts of *Robo1*<sup>+/+</sup> (H) and *Robo1*<sup>-/-</sup> (I) littermates. (J- L) Representative confocal images of EdU labeling (magenta) and Keratin 14 (KRT14) (green) (J, K) and quantification (L) of mammary epithelial cells show reduced proliferation in 10.5DP *Robo1*<sup>-/-</sup> MG tissue (K, L). n=3 independent experiments except L n=4, 3 images/n. Statistical analysis was performed using an unpaired Student *t*-test with Welch's correction. Data are represented as mean  $\pm$  SEM.

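Pathway enrichment asks whether a set of changed genes holds more members of a pathway than a set of that size drawn from all tested genes would hold by chance. Its outcome depends on the thresholds that define the changed genes, on the genes taken as background and on the release of the pathway lists. With lists written by hand in place of KEGG's, focal adhesion had 2 of its 167 tested genes among the genes lower in *Robo1−/−* luminal progenitors (one-sided Fisher's exact test, p = 0.23), and Rap1 signaling had 2 of 150 (p = 0.19 from the same exact test). The 2 genes were *Pdgfb* and *Pik3cd* in both lists. Among the genes higher in *Robo1−/−* luminal progenitors, *Itga9* was the 1 member of the focal adhesion list (one-sided Fisher's exact test, p = 0.39) and of the cell adhesion molecule list (p = 0.17 from the same exact test), of which 46.6% had enough reads to test. With DESeq2, the tool the paper names, focal adhesion and Rap1 signaling each had 4 lower genes (Fisher's exact p = 0.034 and p = 0.030). DESeq2 gave an unadjusted p under 0.05 for the hand-written list of every pathway in Fig. S1A and of none in Fig. S1B. With limma and the GC correction, no list of either panel had an unadjusted p under 0.05.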

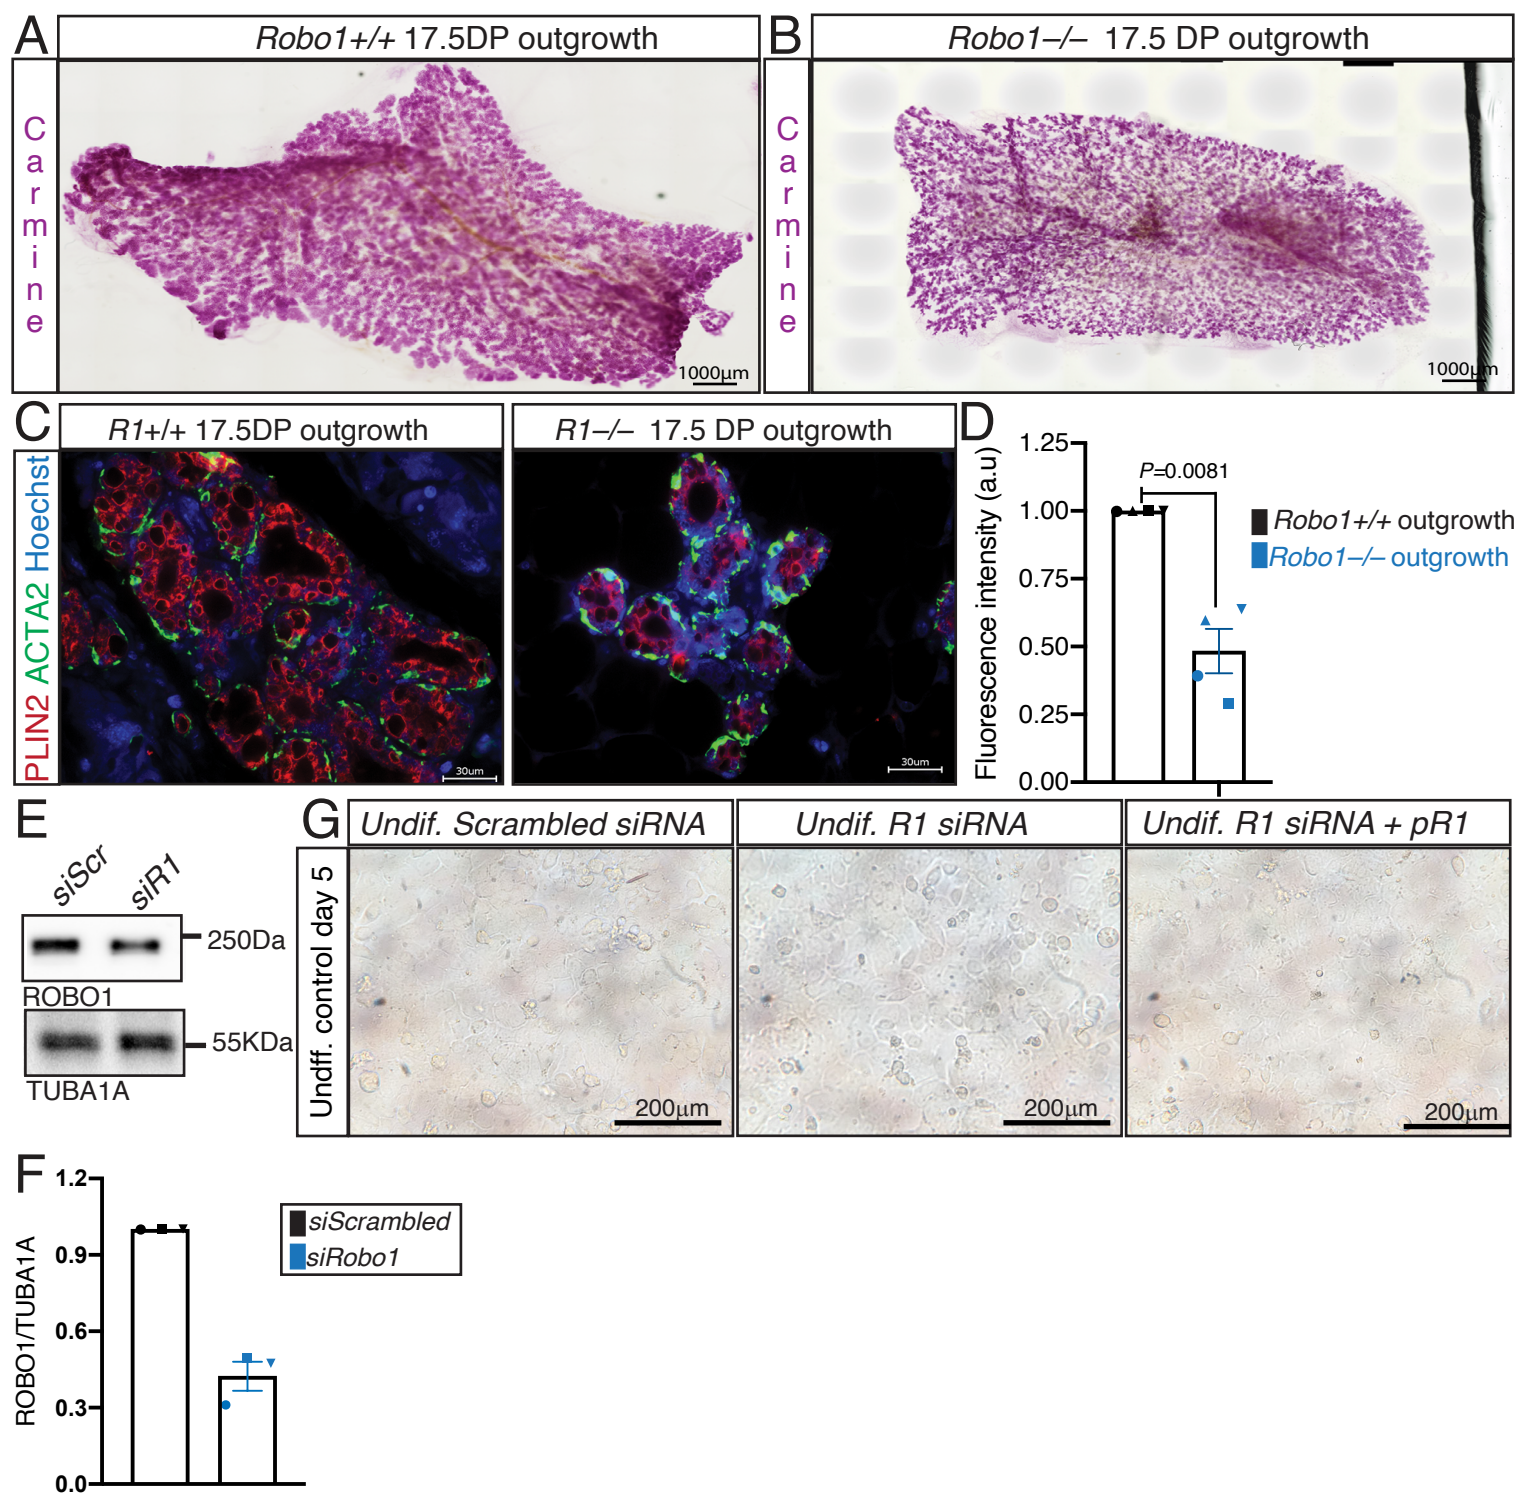

**Fig. S2.** (related to Figure 2): (A, B) Representative carmine-stained whole mounts of 17.5DP *Robo1*<sup>+/+</sup> (A) and *Robo1*<sup>-/-</sup> (B) outgrowths. (C, D) Representative images (C) and quantification (D) shows reduced PLIN2 (red) with ACTA2 (green) in 17.5DP *Robo1*<sup>-/-</sup> outgrowth sections. (E, F) Immunoblot and quantification show *Robo1* KD using siRNA (two-tailed paired *t*-test). (G) DIC images show no milk dome formation after control (*Scramble*) or *Robo1* siRNA transfection into undifferentiated HC11 cells even after *Robo1* overexpression. *n*=3 independent experiments except D *n*=4, 3 images/*n* for D. Statistical analysis was performed using an unpaired Student *t*-test with Welch's correction or as stated above. Data are represented as mean ± SEM.

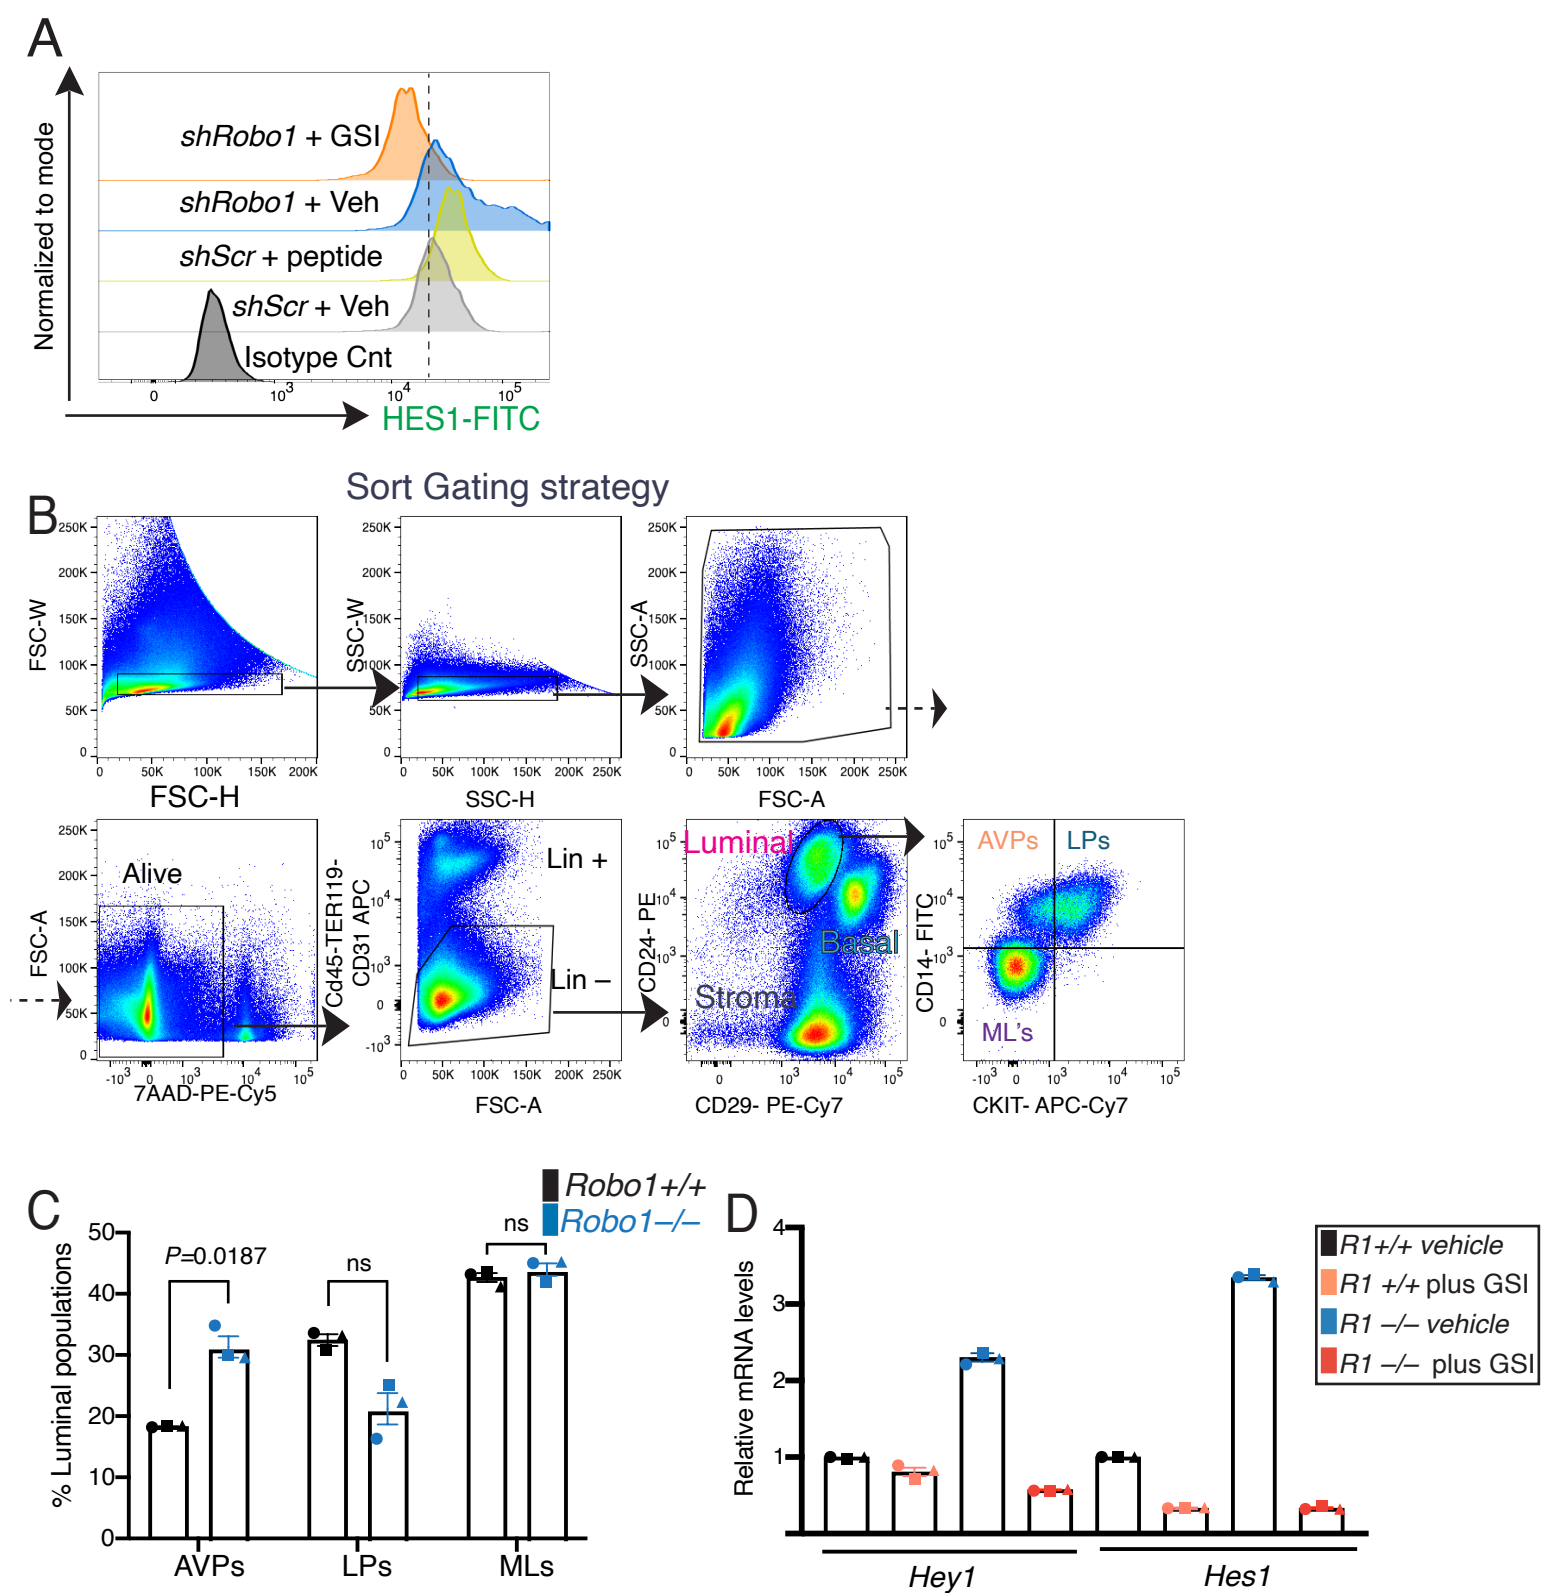

**Fig. S3.** (related to Figure 3): (A) Histogram of intracellular HES1 staining via FACS shows increased HES1 signal with JAG1 peptide, and also with *Robo1* KD that is prevented by GSI. (B) Flow cytometry gating strategy. (C) FACS quantification of *Robo1*<sup>+/+</sup> and *Robo1*<sup>-/-</sup> luminal subpopulations. (D) Validation of GSI treatment through RT-qPCR of Notch effectors from vehicle and GSI-treated, FACS-sorted AVPs. All experiments: n=3 independent experiments except D is n=1 and shows technical replicates. Statistical analysis was performed using a one-way ANOVA followed by an unpaired Student *t*-test with Welch's correction. Data are represented as mean ± SEM.

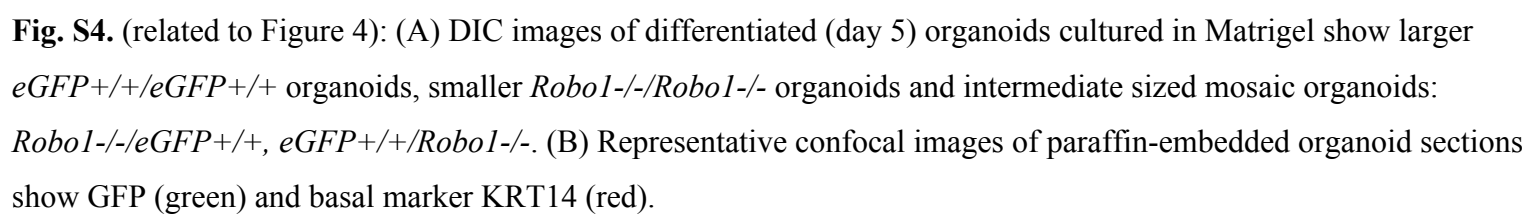

Figure S5, Related to Figure 5

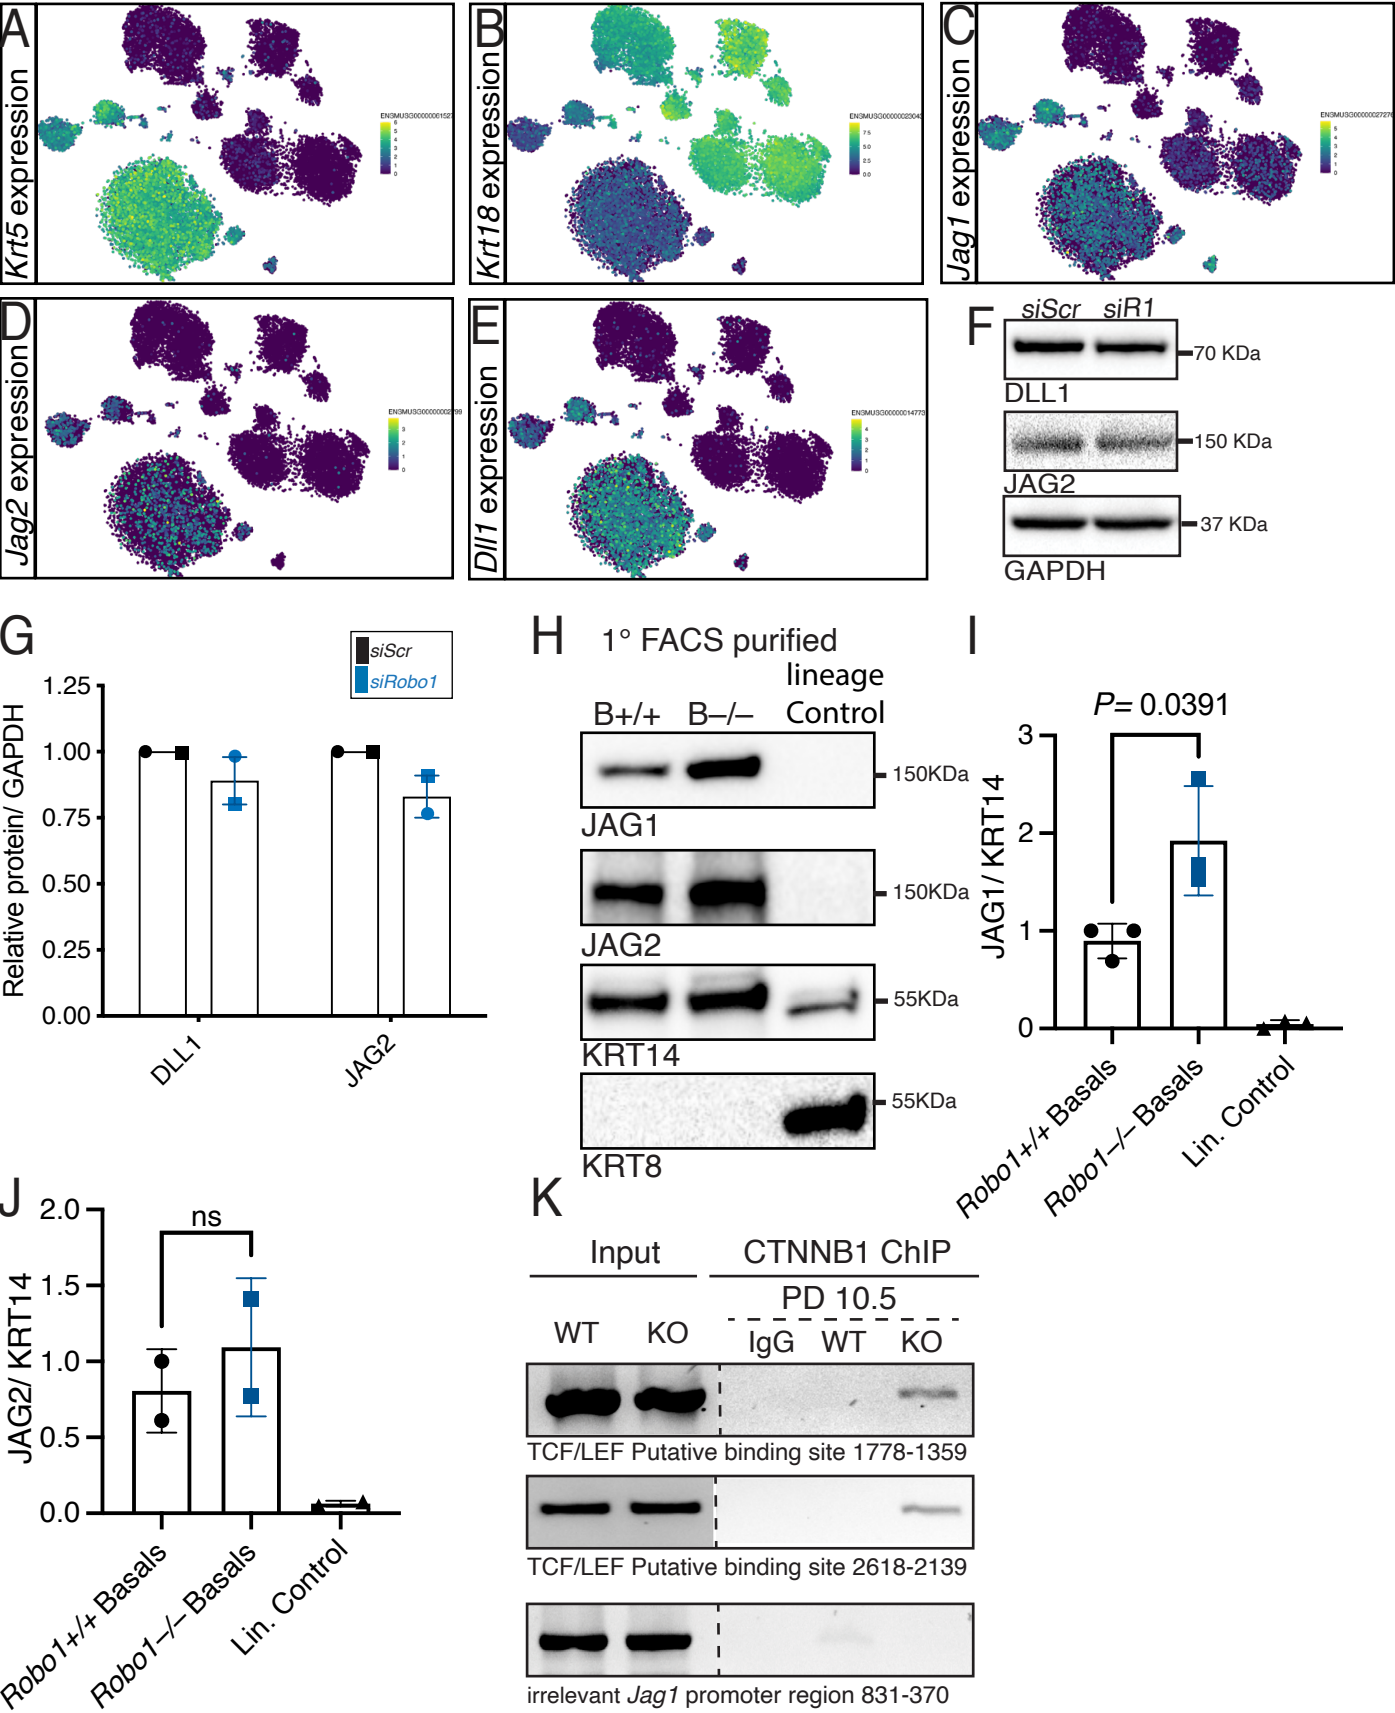

**Fig. S5.** (related to Figure 5): (A-E) tSNE plots showing MG epithelial cells markers basal KRT5 (A) and KRT18 (B) and Notch ligand expression (C-E) as determined by single-cell RNA-Seq data (Bach et al., 2017). (F, G) Immunoblot (F) and quantification (G) show no change in JAG2 or DLL1 expression with *Robo1* KD in HC11 cells. (H-J) Immunoblot (H) and quantification (I, J) show increased JAG1, but not a significant increase of JAG2, in *Robo1*<sup>-/-</sup> FACS-purified basal cells (two-tailed paired *t*-test). (K) PCR fragments, amplified using primers within the *Jag1* promoter either specific to a Tcf/Lef binding site or to an irrelevant location (control), show that chromatin immunoprecipitation with anti-CTNNB1 is enriched in DP10.5 basal *Robo1*<sup>-/-</sup> cells. n=3 independent experiments except L is n=3. Data are represented as mean ± SEM.

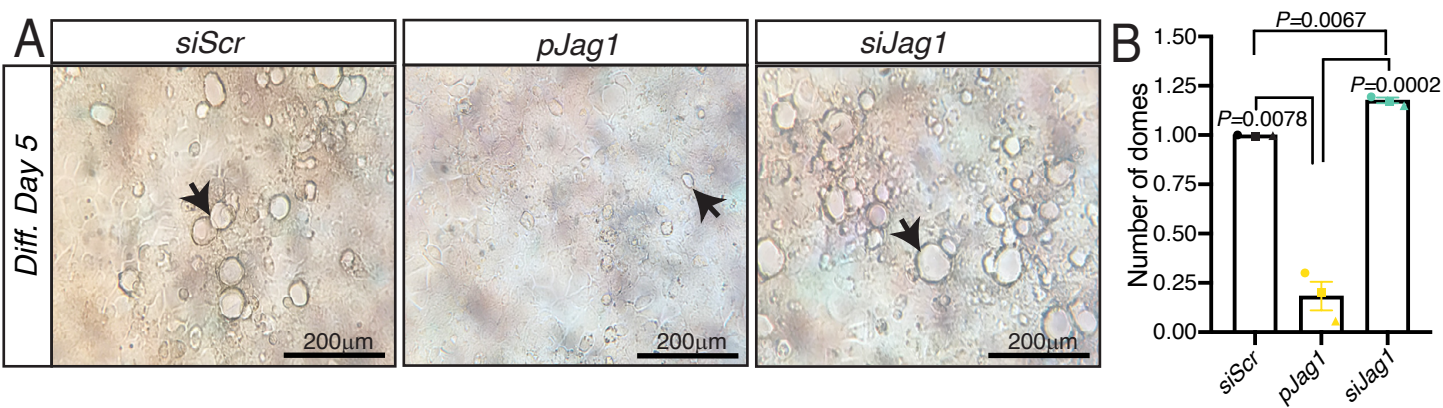

**Fig. S6.** (related to Figure 6): (A, B) DIC images (A) and quantification (B) of differentiated HC11 cells transfected with either *Scramble*, *pJag1* or *siJag1* to overexpress or KD *Jag1* show reduced and enhanced milk dome formation, respectively. Arrows identify domes. n=3 independent experiments. Statistical analysis was performed using a one-way ANOVA followed by an unpaired Student *t*-test with Welch’s correction. Data are represented as mean ± SEM.

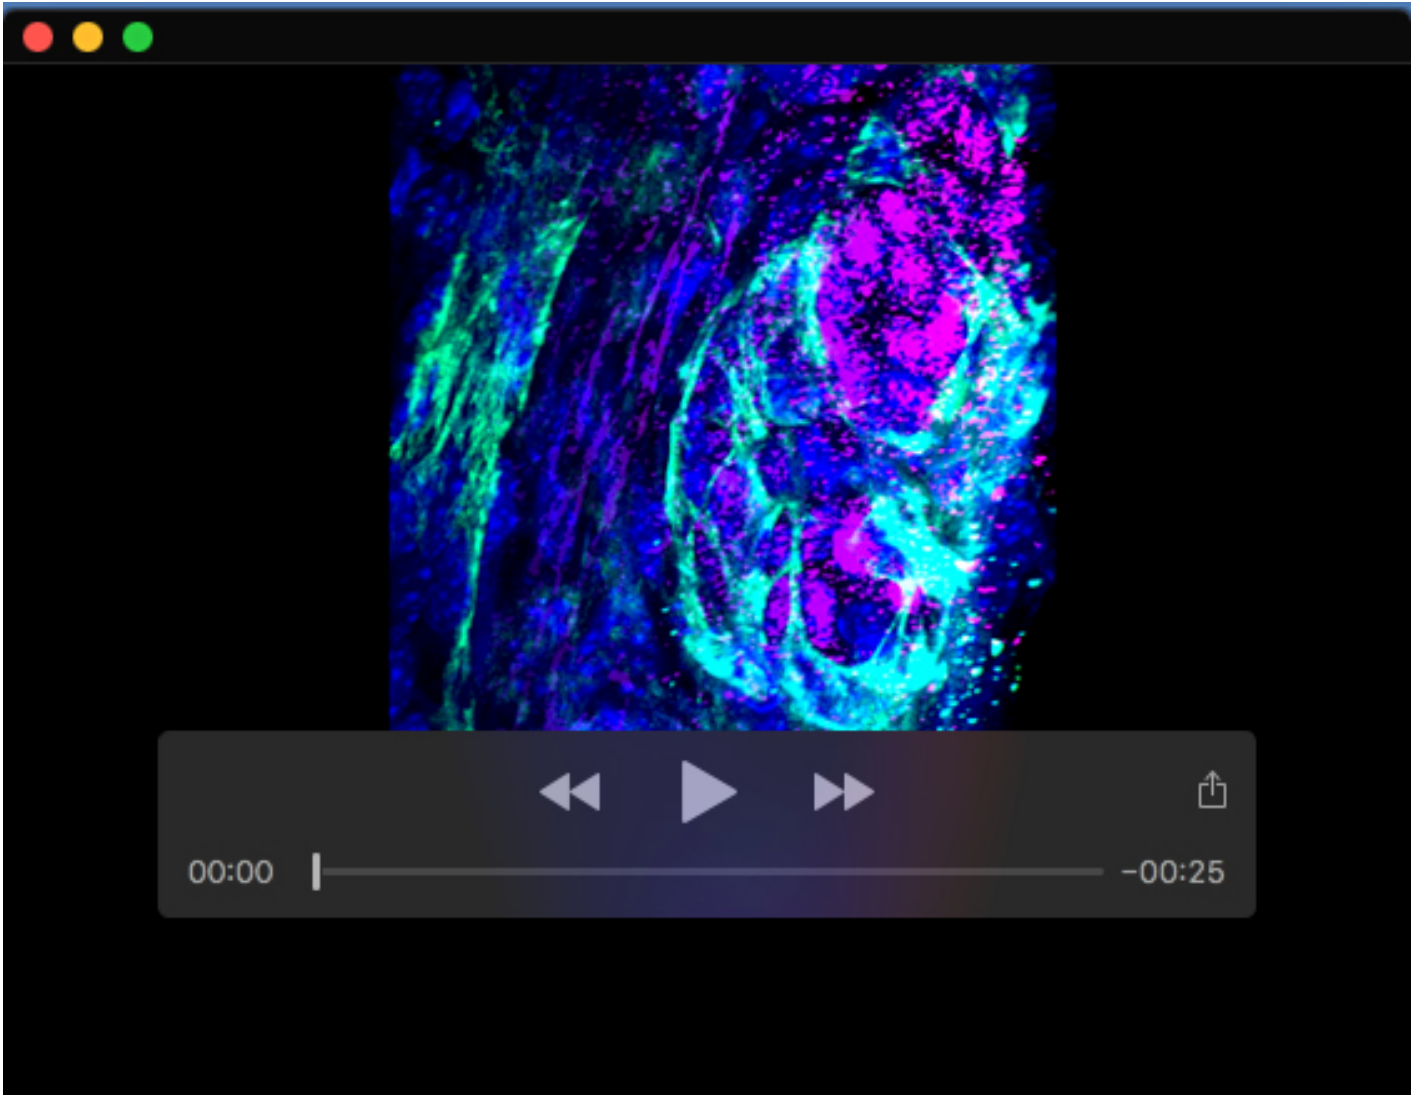

**Movie 1.** 3D confocal movie of CUBIC cleared alveoli from 7.5DP *Robo1*<sup>+/+</sup> tissue showing ROBO1 (magenta) with basal marker smooth muscle actin (ACTA2) (green), and ROBO1 (magenta) in an underlying luminal cell.

**Table S1. Reagents**

[Click here to download Table S1](#)

**Table S2. Oligonucleotides**

[Click here to download Table S2](#)

**Table S3. Antibodies and dilutions**

[Click here to download Table S3](#)

How the deposited data were processed for this re-analysis (not part of the article)

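Poly(A)+ RNA of sorted luminal progenitor cells from 3 *Robo1+/+* and 3 *Robo1−/−* samples, each of 2 animals, was the only material used. Genotypes were taken from the sample labels. The values the authors deposited are a normalized signal per gene: read counts per known-gene cluster, divided by 1 size factor per library and rounded. According to the paper, the authors trimmed the reads to 75 bases, removed those that mapped to repeat elements with bowtie2, mapped the rest to NCBI37/mm9 with TopHat and normalized with DESeq2. The authors' files do not state the counting tool, its use of strand or its rule for reads that map to several places, so genes with near-identical copies and overlapping genes are uncertain. The deposited values cover 18537 clusters, each with at least 1 read in some library, with 18207 distinct symbols; 583 of them share a symbol with another cluster.

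Whole reads were recovered by finding the value of 1 read in each library, which was tested on every value: 6 values in all 6 libraries were not whole reads within rounding. The recovered reads per library were 10494297, 17433868 and 14298652 for *Robo1+/+* replicates gh03, gh09 and gh15 and 12183461, 15185303 and 9727191 for *Robo1−/−* replicates gh06, gh12 and gh18. A gene at 0 in a library is below 3 reads of that total, and 3 reads were taken as the smallest number detected. This covers counting error only, since reads without molecular identifiers are not independent molecules.

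The comparison had been planned for raw counts with edgeR's quasi-likelihood test, and for normalized values with limma in its place. Because the deposited values are normalized, they were tested with limma (version 3.58.1, in R 4.3.3) on log2(value + 1), with the empirical Bayes trend and Benjamini-Hochberg adjustment, for the 13692 genes kept by the filterByExpr function of edgeR (version 4.0.16) on the recovered reads. Each gene's exact permutation test used the 6 values of log2(value + 1), for which the smallest two-sided p is 0.1. DESeq2 (version 1.42.0) on the recovered reads was set as an alternative before the values were seen, and edgeR on the recovered reads was added after. The other alternatives were upper-quartile normalization, TMM scaling, limma-voom with and without quality weights per library, all genes with at least 1 read, genes with at least 10 reads in every library, genes with a mean value of at least 10, pseudocounts of 0.5 and 5, the 10 genes with the most reads left out, an adjusted p of 0.1, and each library left out in turn. The GC correction subtracted from each library a lowess curve of each gene's log2 deviation from its mean over the libraries on the GC content of its transcript.

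Coordinates and GC content come from GENCODE mouse release M1, on NCBI build 37. By symbol, 16502 clusters (89.0%) were found in it, 116 of them through an older symbol, and 12776 of the tested genes (93.3%) had a GC value. The cluster numbers follow the genome: of neighbouring clusters with a position, 99.4% were on the same chromosome, and 98.1% of those were in order. The share of a gene's 75-base sequences that occur in other genes was counted over the coding transcripts of the release.

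Lists of pathway members, Notch targets, milk genes and cell type markers were written by hand before the values were seen. They come from general knowledge, not from a KEGG release. Lists were tested with one-sided Fisher's exact tests among the genes past the Fig. 1A thresholds, with the tested genes as background, and with limma's camera at an inter-gene correlation of 0.01. A check of a marker list was taken as void where under 80% of the list was tested. This was so for leukocytes (20%), endothelium (25%), erythroid cells (28.6%), fibroblasts (70%) and adipocytes, for which *Lpl* alone was tested. The Notch target list (77.8%) and the lists of Jak-STAT signaling (68.3%), matrix receptor interaction (70.1%), Rap1 signaling (75.8%) and cell adhesion molecules (46.6%) also fell short of 80%, so their results hold for the tested members only. Genes were chosen by a rule set before the values were seen: those of Fig. 1A, those the paper names elsewhere, the 5 with the smallest p in each direction among genes past the Fig. 1A thresholds whose genotypes did not overlap, and at most 5 members of each list past those thresholds. Other genes named are marked as chosen after their values were seen, are members of a list or give a position. Of the 28 genes named elsewhere in the paper, 26 were tested.

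The scripts were tested on simulated data for 12776 genes, of which 200 with a mean of at least 50 reads were changed by a log2 fold change of 2. The spread of each gene was estimated from the 5 libraries other than gh18. At an adjusted p of 0.05, limma called 193 of the 200 (96.5%) with 11 false calls. With the GC trend of replicate gh18 added to a simulated library, it called 126 (63%), and with the GC correction 191 (95.5%). The reads were recovered for 100% of the genes. A simulated list of 50 genes, 25 of them changed, had a camera p of 2.2e-32 and a list of unchanged genes 0.47. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.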

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

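The GC correction and the count of shared sequence were chosen after the fold changes had been seen, and the other tests in this part before. In each of 5 genes that the paper does not discuss, all 3 *Robo1−/−* libraries lay above all 3 *Robo1+/+* libraries, and the log2 fold change was 2.04 for AK035387, 1.84 for *Ednra*, 2.93 for *Xlr4b*, 1.51 for *Slfn8* and 1.00 for *Flrt3*. They are the 5 higher genes with the smallest p among those past the thresholds of Fig. 1A. The lower genes chosen in the same way were RP23-282C23.3 (log2 fold change −6.78), *Tnfaip2* (−1.18, and −0.57 with the GC correction), *Rims3* (−2.03 and −1.61), *Sspo* (−2.08 and −1.22) and *Hspb8* (−1.63 and −1.44). Apart from RP23-282C23.3, each of these genes had an adjusted p of 0.86 from limma, and for the 5 higher genes the lowest over all alternatives was 0.26, for *Ednra* with limma-voom and quality weights.

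The technical explanations weighed were a GC content bias, reads shared with other genes, low depth and chance. The GC-corrected log2 fold changes were 1.69 for *Ednra*, 2.68 for *Xlr4b*, 1.27 for *Slfn8* and 0.72 for *Flrt3*, so GC content may account for part of the difference of *Flrt3*; AK035387 has no GC value. Of the 75-base sequences of the longest transcript of *Xlr4b*, 56.7% occur in 4 other genes. The values of *Xlr4b* and its neighbours on the X chromosome are therefore uncertain. For *Slfn8* the share was 7.5%, and for *Ednra* and *Flrt3* it was 0.0%. In *Robo1+/+* libraries, *Xlr4b* had normalized values of 1.27, 4.70 and 2.81, close to 3 reads. The genotypes were separate in the higher direction for 661 of 13692 tested genes and in the lower direction for 627, which together is 9.4% where chance gives 10%. For each of the 5 genes the two-sided exact permutation p was 0.1, the smallest that 3 libraries against 3 allow, so no result of that test could set their differences apart from chance. A difference due to the loss of *Robo1* remains a hypothesis that these libraries cannot separate from chance.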

How the results depend on the processing

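The alternatives were set before the data were examined, except 4 that were chosen after seeing the values: edgeR's quasi-likelihood test on the recovered reads, a GC correction, edgeR with GC offsets, and TMM scaling in the same limma test. Of 1608 recomputed values of 91 results, 1493 kept their direction and their side of the threshold. This count leaves out limma-voom with quality weights per library. That setting moved the genes past the thresholds of Fig. 1A from 115 to 382, and the Fig. 1A genes past them from 4 to 7. No paired analysis was run, because the libraries of the 2 genotypes share no replicate numbers and neither the labels nor the paper states pairs. The numbers alternate between the genotypes (gh03, gh06, gh09, gh12, gh15 and gh18), so a pairing in that order cannot be excluded. The standard errors and overlaps given here take no account of one. Unless a test is named, the cause of a change was not tested.

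*Robo1* was lower in *Robo1−/−* luminal progenitors in all 18 alternatives of that count, with a log2 fold change from −1.71 to −1.20. With quality weights it was −1.42. The number of genes with an adjusted p under 0.05 was 0 in all settings but DESeq2, which gave 1 gene, RP23-282C23.3. An unadjusted p under 0.05 was found for 231 genes with the reported settings, 335 with DESeq2 and 1641 with quality weights per library, and for 117 (without gh15) to 903 (without gh06) with each replicate left out. At an adjusted p under 0.1 it was also 0. In simulated data limma called 96.5% of genes changed by 2 on the log2 scale at 3 libraries against 3, and 63% when the GC trend of replicate gh18 was added. The changed genes had a mean of at least 50 reads, and the spread was estimated without gh18. Smaller changes, such as that of *Robo1*, were not simulated, so these shares do not show how many of them would be called. The 115 genes past the thresholds of Fig. 1A became 178 with DESeq2, 304 with all genes that had at least 1 read, 382 with quality weights per library, 57 with the GC correction, 71 with edgeR and GC offsets, and 0 with an adjusted p in place of the unadjusted p. Across the 6 fits that each left out a replicate, it ranged from 85 to 653. The share of these genes that were lower in *Robo1−/−* was 65.2%, against 43.9% with the GC correction and 42.3% with edgeR and GC offsets, and it ranged from 50.6% to 89.4% with each replicate left out. With the GC correction 25 genes were lower and 32 higher, in place of 75 and 40. With the correction and a replicate left out, 147 were lower and 96 higher without gh06. These counts were 45 and 43 without gh12, and 107 and 80 without gh18. They were 25 and 42 without gh03, 34 and 59 without gh09, and 28 and 55 without gh15. The 653 genes were found without *Robo1−/−* replicate gh06, when 584 were lower.

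The number of Fig. 1A genes past the thresholds, 4, ranged from 1 to 7 with each replicate left out. The mean log2 fold change of the Notch target genes, −0.13, was reversed to 0.22 by the GC correction and ranged from −0.29 to 0.01 with each replicate left out. The count of pathway tests with a p under 0.05, 2 of 8, was 5 with DESeq2, 4 with no fold change limit, and 0 with the GC correction and with edgeR and GC offsets; it ranged from 0 to 4 with each replicate left out. The enrichment of the Jak-STAT list, 9.53-fold, was 5.42-fold with the GC correction and 4.48-fold with edgeR and GC offsets, both with a p above 0.05, and ranged from 1.78 to 8.20 with each replicate left out (7.12 without gh18). For the prolactin list, 9.56-fold, it was 9.06 and 7.50 in the same 2 settings, also with a p above 0.05, and ranged from 2.07 to 9.92, highest without gh18. The GC-corrected numbers rest on 1 gene in each list. For extracellular matrix receptor interaction, 3.03-fold, it was 5.75 with DESeq2 (Fisher's exact p = 0.015), 0 with edgeR, with the GC correction and with edgeR and GC offsets, and ranged from 0 to 10.2. For actin cytoskeleton regulation, 4.14-fold, it was 0.88 with all genes that had at least 1 read, 0 with edgeR, 3.15 with no fold change limit, and ranged from 0 to 5.97. As whole lists, the mean log2 fold change of matrix receptor genes, −0.25, was 0.02 with the GC correction, and that of actin cytoskeleton genes, −0.09, was 0.03 with it and ranged from −0.18 to 0.04 with each replicate left out.

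The number of cell type marker lists with a p under 0.05, 0 of the lists with enough genes, was 1 with genes of at least 10 reads in every library and ranged from 0 to 2 with each replicate left out. In the first of these settings the mean log2 fold change of mature luminal markers, −0.87, was 0.16. Among single genes, the sign of the log2 fold change was reversed for *Jag1* (−0.02, against 0.04 with DESeq2 and 0.03 with edgeR). It was also reversed for *Xdh* (−0.03, against 0.03 with DESeq2, 0.02 with edgeR, 0.08 with the GC correction and 0.11 with edgeR and GC offsets). The highest values over all settings tried were 0.34 for *Jag1* and 0.39 for *Xdh*. The sign was reversed as well for *Jag2* (−0.73, against 0.22 with the GC correction) and *Pdgfb* (−1.16, against 0.09 with edgeR and GC offsets). It was reversed with the GC correction and with edgeR and GC offsets for *Krt8* (−0.52, against 0.04 and 0.05), *Krt18* (−0.28, against 0.23 and 0.23), *Notch2* (−0.19, against 0.05 and 0.05), *Itgb1* (0.20, against −0.01 and −0.02), *Nrarp* (−0.17, against 0.17 and 0.28) and *Dtx1* (−0.62, against 0.41 and 0.51). With each replicate left out, the range crossed 0 for *Csn1s1* (−1.43 to 0.21), *Hes1* (−0.01 to 0.38), *Jag1* (−0.28 to 0.19), *Notch1* (−1.1 to 0.08), *Notch2* (−0.37 to 0.01), *Dll4* (−0.99 to 0.07), *Robo2* (−0.96 to 0.31), *Ctnnb1* (−0.06 to 0.03), *Elf5* (−0.11 to 0.25), *Krt8* (−0.86 to 0.13), *Krt18* (−0.55 to 0.25), *Acta2* (−0.54 to 0.44), *Xdh* (−0.32 to 0.23) and *Plin2* (−0.13 to 0.28). In the count that leaves out quality weights, the alternatives moved 22 values of the results set as main results at the start. They reversed 11, made 5 stronger and 11 weaker, and left 156 the same. Among the others they moved 13, reversed 46, made 7 stronger and left 1337 the same. Depth limits the results for *Hoxc6*, *Xlr4b*, U46068, *Hes5*, Gm13051 (kgCluster18354) and Gm13235, whose values in at least 1 genotype were close to 3 reads or below.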

Differences from the paper's values

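The values the paper gives for these genes are positions in Fig. 1A, read by eye. Only the settings marked as such were chosen after seeing the values. The log2 fold changes differed from the figure's by less than their standard errors. The −log10 P of all 10 genes was smaller than in the figure. For *Esrrb* it is about 6.0 in Fig. 1A and was 1.73 here, for *Csn2* about 4.6 against 0.71, for *Pinc* about 4.5 against 1.68, and for *Csn1s2a* about 2.5 against 0.55. None of the alternatives set before the data were examined closed the gap for these 4 genes. For *Robo1* it is about 4.1 in Fig. 1A, read by eye, and was 2.21 here; DESeq2 (3.53) and limma-voom with quality weights (3.21) came within 1.5 times, and the other alternatives set before the data were examined did not. For *Hey1* it is about 3.3 against 1.54, closed by quality weights (4.06) and without replicate gh18 (3.00). For *Hoxc6* it is about 2.7 against 0.59, closed by quality weights (3.39). For *Lfng* it is about 1.9 against 1.2, closed by DESeq2 (1.29), limma-voom with TMM (1.27), quality weights (1.45), and without replicate gh06 (1.53) or gh18 (1.31). For *Nle1* it is about 1.8 against 0.95, closed without replicate gh06 (1.69). For *Foxi1* it is about 1.8 against 1.07, closed by DESeq2 (1.5) and without replicate gh09 (1.22) or gh18 (2.46). Of the alternatives chosen after seeing the values, edgeR (1.23), the GC correction (1.68) and edgeR with GC offsets (1.76) closed the gap for *Foxi1*, and edgeR with GC offsets did so for *Robo1* (2.75) and *Lfng* (1.32).

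The paper marks *Csn2*, *Csn1s2a*, *Lfng*, *Nle1*, *Hoxc6* and *Foxi1* as past both thresholds, and here they were not. *Csn2* and *Hoxc6* were past them with quality weights and without replicate gh18, *Lfng* and *Nle1* without replicate gh06, and *Foxi1* with DESeq2, with quality weights, without replicate gh18 and, among the settings chosen after seeing the values, with the GC correction and with edgeR and GC offsets. *Csn1s2a* was past them in none of the settings. The paper names α-casein among the genes lower in *Robo1−/−* luminal progenitors; the log2 fold change of *Csn1s1* was −0.55, with a standard error of 0.95. The paper states that Notch signaling is upregulated in these cells; the mean log2 fold change of the Notch target list was −0.13. This mean was 0.01 without replicate gh18 and 0.22 with the GC correction, which was chosen after seeing the values, so its direction stays open. The paper also reports *Hes1*, *Hey1* and *Hey2* increased by RT-qPCR in alveolar progenitors, sorted by other markers. Here the uncorrected log2 fold changes of these genes were 0.21, 1.12 and 1.15, while *Heyl*, *Notch3*, *Dtx1* and *Nrarp* were lower. None of these genes had an adjusted p under 0.05 from limma. The paper names matrix receptor interaction and actin cytoskeleton regulation among its enriched pathways, and Fig. S1 adds focal adhesion, Rap1 signaling and cell adhesion molecules. With hand-written lists, none of these was enriched here. DESeq2 gave a p under 0.05 for matrix receptor interaction (0.015), focal adhesion among lower genes (0.034) and Rap1 signaling (0.030). Rap1 signaling also passed with a pseudocount of 5, with quality weights, with edgeR, which was chosen after seeing the values, and without replicates gh09 and gh18. Matrix receptor interaction passed without replicates gh09 and gh15. Actin cytoskeleton regulation, focal adhesion among higher genes and cell adhesion molecules passed without replicate gh15, and the first of these and focal adhesion among higher genes also with no fold change limit.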

Other observations

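Tests chosen only after the result, or a value close to it, was seen are those of replicate gh18 against GC content, transcript length and the genes with the most reads, the spread of the milk genes, both tests of the chromosome 4 cluster and the 3 tests of the neighbours of *Robo1*. *Robo1−/−* replicate gh18 stood apart from the other 5 libraries. Its mean correlation with them across genes was 0.864, against 0.951 to 0.972 for the others. Its deviation followed GC content (Spearman's rho −0.80 across genes). With the GC correction its mean correlation was 0.927, against 0.952 to 0.973, so the correction closed more than 50% of the gap but not all of it. Other technical explanations were tested. At given GC content its deviation hardly followed transcript length (partial rho 0.08). With all libraries thinned to 9727191 reads its mean correlation was 0.865, against 0.950 to 0.971, so depth does not account for it. Its 10 genes with the most reads held 4.44% of its reads, against 3.33% to 4.08%. The marker list farthest from the range of the other libraries after the GC correction was that of endothelium, by 0.96 on the log2 scale. Its mean in gh18 lay below the range (5.76 against 6.72 to 8.27). Only 25% of the list was tested, so this check is void and says nothing about endothelial RNA. Fibroblast markers also lay below the range, by 0.18, but with 70% of the list tested that check is void too. Basal and mature luminal markers lay within the range (0.0). Leukocyte markers lay above it by 0.26, but 20% of that list was tested, so RNA from leukocytes could not be excluded. A GC content bias in this library is a candidate explanation for most of its deviation. No sequencing batch is named in the labels.

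The log2 fold changes between the genotypes fell with GC content (rho −0.73 across genes), and without replicate gh18 they hardly did (rho −0.13), which points to that library. The same bias may account for many of the genes past the thresholds of Fig. 1A. Of 107 such genes with a GC value, 28% were past them after the correction. The median GC content was 57.0% for the lower and 44.4% for the higher genes, against 50.2% for all tested genes. It may account for part of the pathway results, since 0 of the 8 pathway tests had a p under 0.05 after the correction, in place of 2. Without replicate gh18 both lists were still enriched (7.12-fold for Jak-STAT and 9.92-fold for prolactin signaling), but the Jak-STAT result was lost without gh12 or gh15 (Fisher's exact p = 0.43 and p = 0.26) and the prolactin result without any 1 of the other 5 libraries (Fisher's exact p from 0.093 to 0.29). The mean log2 fold change of the Notch target genes went from −0.13 to 0.22 with the correction (adjusted p = 0.34 from limma's camera test over 20 lists) and was 0.01 without replicate gh18. In that replicate the mean of the list went from 7.53, the lowest of the 6 libraries, to 8.32, above the 7.68 to 7.92 of the other 5, so the correction may have gone too far for this list, and its direction stays open. Whether the GC content bias accounts for the lack of genes with an adjusted p under 0.05 stays open. The number after the correction was 0, with 199 genes at an unadjusted p under 0.05. That cannot exclude the bias, since gh18 still stood apart from the other libraries after the correction. Of the Fig. 1A genes past the thresholds, the 3 that have a GC value, *Esrrb*, *Robo1* and *Hey1*, were all 3 past them after the correction, and *Pinc* has none. For *Robo1* and *Hey1* this says little, since their GC content (49.5% and 50.2%) is near the median and the correction hardly moved them; it moved *Esrrb* from −2.15 to −1.80.

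Every split of the 6 libraries into 3 and 3 was also tested; with 10 splits, no result can be set apart from chance at 0.05. The number of genes with an adjusted p under 0.05 was 0, with and without the GC correction, and the number of cell type marker lists was 0, so 10 of the 10 splits had at least as many by definition, and these 3 comparisons say nothing about chance. At least 115 genes past the thresholds were found in 7 of 10, with a range from 28 to 552. With at least as many Fig. 1A genes past the thresholds there were 2 of 10, with at least as many pathway tests 2 of 10 and with as small a p for the Notch target genes 9 of 10. The paper chose the Fig. 1A genes from the real split, which favours that split in the count of those genes. The split with 552 genes set *Robo1+/+* replicate gh09 with *Robo1−/−* replicates gh06 and gh12 against the rest.

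Milk protein genes did not move together. *Lalba* (log2 fold change 0.79, standard error 0.24, adjusted p = 0.86 from limma) and *Csn3* (0.85, standard error 0.25, adjusted p = 0.86 from limma) were higher in all 3 *Robo1−/−* libraries than in all 3 *Robo1+/+* libraries, while *Csn2* was lower on average; *Csn3* was chosen after its values were seen, and with the GC correction the log2 fold changes were 0.83 for *Lalba* and 0.43 for *Csn3*. The spread of the milk list within a genotype (pooled SD 0.40 on the log2 scale) was larger than the difference between the genotypes (−0.30), so the difference may be variation between libraries. *Cd24a*, whose protein was used to sort the cells, was also higher in all 3 *Robo1−/−* libraries (log2 fold change 0.67, and 0.41 with the GC correction). Of the 28 genes the paper names elsewhere, 3 had genotypes that did not overlap (*Hey2*, *Lalba* and *Cd24a*), 11.5% of the 26 tested, where chance gives 10%.

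Antigen presentation genes were among the lower genes past the thresholds: *Cd74* (log2 fold change −1.66), *H2-Eb1* (−2.07) and *H2-Ab1* (−1.86), with GC-corrected values of −1.13, −1.75 and −1.25. A candidate explanation is RNA from leukocytes. The other 7 leukocyte markers with a read had a camera p of 0.44, but 20% of the list passed the filter on low reads, so a contribution of leukocytes cannot be excluded. The immediate early genes had a mean log2 fold change of −0.09 (camera p = 0.63) and of 0.39 after the GC correction (camera p = 1.8e-06 at an inter-gene correlation of 0.01). The correlation estimated from the uncorrected data was 0.69, so that p is too small.

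The gene with the largest difference, RP23-282C23.3, lies on chromosome 4. In the window of 21 genes around it, 3 were lower in all *Robo1−/−* libraries, the gene itself, Gm13051 (kgCluster18354) and Gm13235, and 2 were higher, Vmn2r-ps14 and Gm13139. They, and the other genes named in this paragraph, were chosen after their values were seen. As many lower genes were found in 12.4% of windows of that size, so by their number the cluster cannot be told apart from chance. That number does not use the size of the differences, which was at least 48.5-fold for RP23-282C23.3, and it does not count Gm13178, with values of 15.27, 14.89 and 0 in *Robo1+/+* and 0 in all 3 *Robo1−/−* libraries, and *Zfp534* (kgCluster18376), which lies just outside the window (log2 fold change −2.69, adjusted p = 0.86 from limma, and −3.12 with the GC correction). Of the lower genes with a coding transcript, 1 has over 50% of its 75-base sequences in other genes (64.3% for Gm13235, and 48.0% for Gm13051), so reads shared between copies may also explain it. A second entry of Gm13051 in the window (kgCluster18361) did not differ (log2 fold change −0.09). Gm13051 (kgCluster18354) and Gm13235 were near the limit of detection. Their values were at most 0.92 and 2.92 in *Robo1−/−* and as low as 1.88 and 3.75 in *Robo1+/+* libraries. A sequence variant near this cluster that differs between the *Robo1+/+* and *Robo1−/−* mice was not tested. Near *Robo1* itself, the genotypes did not overlap in 5 of the 40 nearest tested genes (12.5%; chance gives 10%), all higher in *Robo1−/−*: *Mina*, *Crybg3*, *Arl6*, AK087725 and *Mrpl39*. As many were found in 32.8% of windows of that size, and as many in the same direction in 19.9%. *Mina*, *Crybg3* and *Arl6* are adjacent, and a run of 3 adjacent genes in the same direction was found in 3.7% of windows; this test was chosen after the run was seen. *Crybg3* (log2 fold change 1.01, adjusted p = 0.86 from limma, and 0.82 with the GC correction) was past the thresholds of Fig. 1A. Linked strain variants may therefore contribute near *Robo1*, and the tests do not separate them from chance.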
